# Derivation of Porcine Extra-Embryonic Endoderm Cell Lines Reveals Distinct Signaling Pathway and Multipotency States

**DOI:** 10.3390/ijms222312918

**Published:** 2021-11-29

**Authors:** Man-Ling Zhang, Yong Jin, Li-Hua Zhao, Jia Zhang, Meng Zhou, Mei-Shuang Li, Zhi-Bao Yin, Zi-Xin Wang, Li-Xia Zhao, Xi-He Li, Rong-Feng Li

**Keywords:** porcine blastocysts, extra-embryonic endoderm, signaling pathway, stem cells

## Abstract

The inner cell mass of the pre-implantation blastocyst consists of the epiblast and hypoblast from which embryonic stem cells (ESCs) and extra-embryonic endoderm (XEN) stem cells, respectively, can be derived. Importantly, each stem cell type retains the defining properties and lineage restriction of its in vivo tissue origin. We have developed a novel approach for deriving porcine XEN (pXEN) cells via culturing the blastocysts with a chemical cocktail culture system. The pXEN cells were positive for XEN markers, including Gata4, Gata6, Sox17, and Sall4, but not for pluripotent markers Oct4, Sox2, and Nanog. The pXEN cells also retained the ability to undergo visceral endoderm (VE) and parietal endoderm (PE) differentiation in vitro. The maintenance of pXEN required FGF/MEK+TGFβ signaling pathways. The pXEN cells showed a stable phenotype through more than 50 passages in culture and could be established repeatedly from blastocysts or converted from the naïve-like ESCs established in our lab. These cells provide a new tool for exploring the pathways of porcine embryo development and differentiation and providing further reference to the establishment of porcine ESCs with potency of germline chimerism and gamete development.

## 1. Introduction

Embryogenesis is usually accompanied by a gradual loss of the developmental ability of the totipotent zygote. After a series of cleavage and early differentiation of the blastomeres, the embryo develops into the blastocyst stage that is characterized by the presence of a fluid-filled cavity and an inner cell mass (ICM), which are together surrounded by the trophectoderm (TE) [1]. The ICM cells exposed to the fluid cavity develop into the hypoblast (primitive endoderm, PrE), while the remaining cells surrounded by the TE and PrE become the epiblast (EPI) [2]. The TE cells contribute to the placenta formation; the EPI cells are the source of most of the embryo proper, the amnion, and the extra-embryonic mesoderm of the yolk sac; and the PrE cells form the two extra-embryonic endoderm (ExEn) lineages, the visceral endoderm (VE) and parietal endoderm (PE) of the yolk sac [3]. Therefore, stem cell lines can be established from three tissue lineages present in the blastocyst and are used as an in vitro model to study the regulation of early lineage progenitors.

Embryonic stem cells (ESCs) are derived from the ICM of pre-implantation blastocysts [4,5], and express the pluripotency associated transcription factors Oct4, Sox2, and Nanog [6,7,8]. Trophoblast stem cells (TSCs) are derived from the TE cells; the TSCs resemble gastrulation-stage trophectoderm and express the specific marker of Cdx2 [9]. Extra-embryonic endoderm (XEN) cells are derived from the PrE and resemble the parietal endoderm; the XEN cells express Gata4, Gata6, and Sox17 [10]. All three types of stem cells are self-renewing in vitro, but they differentiate and contribute to appropriate lineage patterns both in vitro and in vivo.

At present, authentic ESC lines and optimized in vitro culture systems have not been established for pigs, although pigs are potential candidates for human disease models because of their similar size and physiology to humans [11]. Many researchers have attempted to establish ESCs from porcine embryos, but the obtained cells only have characteristics of pluripotent stem cells [12,13,14]. Our lab has also been devoted to the research on the derivation of porcine ESCs [15,16], but producing authentic ESCs remains a challenge. Yang et al. showed that a chemical cocktail enabled the derivation of extended pluripotent stem cells from mice and humans and that the derived cells were capable of forming chimeras of both embryonic and extra-embryonic tissues [17]. Subsequently, Gao et al. reported the derivation of expanded potential stem cells from pigs by inhibiting the critical molecular pathways that drive lineage differentiation in vitro [18]. Based on these researches, we tried to cultivate porcine blastocysts using Yang’s culture system; however, surprisingly, we obtained cells with a flat morphology that did not express ESCs pluripotent markers, but instead showed typical characteristics of XEN cells.

In mice, XEN cells can be obtained in three ways: by directly derivation from blastocysts [19]; by conversion of ESCs through the expression of transcription factors [20,21,22], or through chemical modification of the culture medium [23,24]; and by parallel generation of induced XEN during induced pluripotent stem (iPS) cell production [25]. Isolation of porcine XEN cells has rarely been reported; only two groups have reported deriving XEN cells from porcine blastocysts [26,27], and one group has derived XEN cells from porcine pluripotent stem cells [28]. These researchers obtained XEN cells by adding Fibroblast Growth Factor (FGF) and Leukemia Inhibitory Factor (LIF) to the culture medium, but made little mention of the specific signaling pathways that XEN cells rely on for self-renewal or the differences between XEN cells and different states of porcine ESCs.

In the present study, we used a chemical cocktail culture system to generate porcine XEN (pXEN) cells from day 6 blastocysts and naïve-like porcine ESCs (nESCs). The pXEN cells could be cultured stably, expressed XEN marker genes and differentiated into VE and PE. The maintenance of pXEN cells depended on the Mitogen Extracellular signal-regulated kinase/extracellular signal-regulated kinase (MEK/ERK) and transforming growth factor-β (TGF-β) signaling pathways, and their gene expression pattern differed significantly from that of porcine naïve-like and primed-state of pluripotent stem cells. The pXEN cells maintained a stable phenotype through over 50 passages in culture; therefore, they can serve as useful tools for exploring the pathways of porcine embryo development and differentiation.

## 2. Results

### 2.1. Derivation of Porcine XEN Cell Lines from Blastocysts

The ICMs derived from Day 6 porcine blastocysts were cultured in LCDM (LIF, CHIR99021, (S)-(+)-dimethindene maleate, and minocycline hydrochloride were added into the basal medium) medium, which enabled the derivation of extended pluripotent stem cells previously [17], and 3–5 days later, the outgrowth appeared (Figure 1A). Some colonies formed from ICMs contained two morphologic cell types: one type showed uniform and dense cell morphology (EPI-like), and the other type showed loose and epithelial cell morphology (PrE-like) and were adjacent to the EPI-like cells. We tried to separate these two types of cells and subculture them separately during this period; however, the EPI-like cells differentiated after 2–3 generations of in vitro culture and the clones could not continue to grow, while the PrE-like cells were more stable in the subsequent culture processes (Figure 1B). Most colonies formed directly from the PrE-like cells and had a large and flat morphology after 10–12 days of culture. The enlarged outgrowth was mechanically isolated and seeded on fresh feeder cells. These cells could be mechanically passaged or digested with accutase into clumps for passage but did not survive after single cell digestion. The addition of Y27632 increased the colony formation rate (Supplementary Figure S1). The cells displayed a continued normal 38XX karyotype at different passages (Figure 1C) and were alkaline phosphatase (AP) positive (Figure 1D). The immunofluorescence and real-time PCR analyses showed that these cells were positive for XEN markers, including Gata4, Gata6, Sox17, and Sall4 (Figure 1E and Figure 2C), but not for the pluripotent markers Oct4, Sox2, and Nanog (Figure 2A,B). The expression of XEN markers, such as *Dab2*, *Lama1*, *Col4*, *Sox7*, *Hnf4α* and *Pdgfra*, was also at significantly higher levels in these cells than in porcine nESCs (Figure 2C). Western blotting analysis further confirmed that the cells expressed XEN markers GATA4, GATA6, and SOX17, but not pluripotent markers OCT-4, SOX2, and NANOG (Figure 2D). Therefore, we gave the stably passaged cells the name porcine XEN (pXEN) cells. We obtained three stable cell lines, and they could be maintained for at least 50 passages in vitro.

### 2.2. In Vitro Differentiation Potential of pXEN Cells

The classic approach to inducing ESC differentiation is to allow ESCs to grow in suspension and form Embryoid bodies (EBs). Within the EBs, the process of ESC differentiation is similar to that in embryos. The differentiation ability of XEN cells was also determined here by EB formation assays, and we found that the pXEN cells could form EB-like spheroids when grown in suspension without LIF, CHIR99021, (S)-(+)-dimethindene maleate, and minocycline hydrochloride for 7 days (Figure 3A). Day-5 EB-like spheroids were plated onto gelatin-coated dishes and grown in basal medium without LIF, CHIR99021, (S)-(+)-dimethindene maleate, and minocycline hydrochloride and the cells in the outgrowths of the EB-like spheroids displayed the morphology of distinct differentiation (Figure 3B). Immunofluorescence analysis confirmed the expression of differentiation markers βIII-Tubulin and Cytokeratin in these differentiated cells, but the expression of Desmin was negative (Figure 3C). Real-time PCR analyses showed that the expressions of the differentiation related genes *Nefl*, *Acta2*, *Myh11*, *Alb* and *Ncstn* were all significantly increased in the EB-like spheroids compared with undifferentiated cells, but the expression of *Nestin* was not increased (Figure 3D). The pXEN cells derived in our lab did not achieve the pluripotent state, because no mesoderm cells formation during EB differentiation, which was consistent with previous study on porcine XEN cells [28]. The expression of ectoderm-related gene *Nestin* was not up-regulated, indicating that the pluripotency of pXEN cells was lower than that of pluripotent stem cells, and the potential of XEN cells to differentiate in vitro was limited to some extent.

Since previous studies showed that blastocyst-derived XEN cells can differentiate into VE or PE [10,29], we evaluated the multipotency of our pXEN cells. We detected the expression of the PE marker Sparc in the differentiated cells in EB-like spheroids (Figure 3E), and the expression of the PE marker genes *Sparc* and *Snail*, and VE marker genes *Afp* and *Foxa2* were upregulated in the differentiated cells (Figure 3F). Some studies have shown that PE is an intermediate state that will eventually be reprogrammed to VE; therefore, we used BMP4 to treat the cells in VE differentiation assays, and we found that pXEN cells had differentiated to VE six days later, as evidenced by epithelialization, increased localization of E-cadherin (CDH1) at cell boundaries (Figure 3H), and the upregulation of VE markers, such as *Apoe*, *Apoa1*, *Lgals2*, and *Afp* (Figure 3G).Based on these, we concluded that the pXEN cells had the ability to differentiate into both VE and PE.

### 2.3. Maintenance of pXEN Cells Was Dependent on FGF/MEK and TGFβ Signaling

Some studies have suggested that the fibroblast growth factor (FGF) receptor and the TGFβ family member Nodal are expressed in PrE [30,31]; therefore, we examined whether pXEN cells could proliferate and grow in the presence of the FGF receptor inhibitor SU5402, the LIF signaling inhibitor SD1008, or the TGFβ receptor inhibitor SB431542. We plated pXEN cells in LCDM media treated with SU5402, SD1008, or SB431542 and evaluated the cell proliferation and viability by performing a JC1 (5,5′,6,6′-tetrachloro-1,1′,3,3′-tetraethylbenzimi-dazolylcarbocyanine iodide, cyanine dye) assay at 5 days after the inhibitor treatment. After staining cells with JC1, the ratio of red fluorescence (corresponding to activated mitochondria; J-aggregates) to green fluorescence (corresponding to less active mitochondria; J-monomers) can be calculated to detect mitochondrial membrane potential, which is an important parameter of mitochondrial function and can be used as an indicator of cell health. The results showed that LIF signaling inhibitor had little effect on cell proliferation and viability, even at 10 μM concentration, because the cells emitted high red fluorescence indicated a high mitochondrial membrane potential. Surprisingly, SU5402 restricted cell proliferation to some extent, while the presence of SB431542 led to loss of mitochondrial membrane potential in the cells that emitted high green fluorescence, which indicated the decreased viability of cells (Figure 4A). Real-time PCR analysis showed upregulated expression of genes involved in FGF and TGFβ signaling pathways and downregulated expression of LIF signaling pathway-related genes in pXEN cells (Figure 4B). To verify the effect of MEK-ERK signaling, downstream of FGF pathway on the maintenance of pXEN cells, we cultured the pXEN cells in LCDM and LCDM supplemented with 1, 5 and 10 μM concentrations of the ERK signaling inhibitor PD0325901. The results showed that the viability of pXEN cells was affected when PD0325901 was added to LCDM even at a concentration of 1μM, and the cells could not proliferate (Figure 4C). Although SU5402 could compromise the proliferation of pXEN cells to some extent, it will not prevent the proliferation of cells, while PD0325901 can prevent the normal proliferation of cells, suggesting that the effect of cells treated with SU5402 may not be equivalent to PD0325901. Western blotting showed that phosphorylation of STAT3 was detected in nESCs but not in pXEN cells, whereas phosphorylation of ERK occurred in pXEN cells but not in nESCs. Smad2/3 and phosphorylated Smad2/3 protein were both highly expressed in pXEN cells (Figure 4D). The quantification of proteins after Western blotting were consistent with these results (Figure 4E), further confirming that the LIF pathway was not required to maintain pXEN cells, whereas the maintenance of pXEN cells required the FGF/MEK and TGFβ signaling pathways.

### 2.4. Conversion of Porcine Naïve-like ESCs to XEN Cells

Studies have shown that ESCs can be converted into XEN cells [24]. In our lab, we had established porcine naïve-like ESCs (nESCs) that showed characteristics was very similar to those of mouse ESCs, as they depended on LIF signal to maintain pluripotency, could differentiate into three germ layers, and could be induced to undergo directional differentiation under defined conditions in vitro [16]. Therefore, we cultured porcine naïve-like ESCs (Figure 5A) in LCDM medium and found distinct colonies with morphological similarities to XEN cells after 7 days. Colonies derived from these porcine nESCs could be expanded for at least 40 passages and were AP positive (Figure 5B). We next asked whether converted XEN cells were molecularly identical to embryo-derived XEN cells by performing immunofluorescence analysis for XEN markers. The converted XEN cells showed expression of Gata4, Gata6, Sox17, and Sall4 (Figure 5C). Real-time PCR analyses confirmed these cells expressed XEN associated genes, such as *Gata4, Gata6, Sox17, Pdgfra, Col4* and *Dab2*, at significantly higher levels than was observed in nESCs, but the expression of pluripotent markers including *Oct4* and *Sox2*, was significantly lower in the converted XEN cells than in nESCs (Figure 5D). The converted XEN cells could also form EB-like spheroids (Figure 5E). Immunofluorescence analysis confirmed the expression of the differentiation markers βIII-tubulin and cytokeratin in the differentiated cells, and the expression of desmin was still negative (Figure 5F).

### 2.5. Comparison of pXEN Cells and Primed ESCs

Our lab also previously derived porcine ESCs in the primed state. The primed ESCs had a stable phenotype and a normally karyotype, and they expressed pluripotency genes as well as some lineage-associated genes and could form EBs in vitro [15,32]. We found that the pXEN cells had a similar morphology to that of primed-state ESCs, so we wondered whether pXEN cells might be molecularly identical to primed-state ES cells. Our comparison of the differences in the characteristics of the two types of cells revealed that both cell types had a flat morphology. The primed ES cells expressed pluripotent markers Oct4 and Sox2, and the trophoblast marker Cdx2; however, the pXEN cells did not express these markers (Figure 6A). The results of alkaline phosphatase (AP)staining showed that both XEN cells and primed ES cells were positive for AP, but the AP staining was stronger in the primed ESCs. The pXEN cells expressed the XEN markers Gata4, Gata6, and Sox17; however, the primed ES cells did not express these markers (Figure 6B). Therefore, although the two types of cells were similar in morphology, their characteristics and properties were completely different.

### 2.6. RNA-seq Analysis of Porcine XEN Cells, Naïve-like and Primed Embryonic Stem Cells

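RNA was sequenced from 3 pXEN cell lines, 2 lines of porcine naïve-like ESCs and 2 lines of porcine primed ESCs. There was 1 library per line, and each line counts as 1 replicate. The pXEN lines 1, 2 and 3 were at passages 26, 26 and 23, the naïve-like ESC lines at passages 21 and 22, and both primed ESC lines at passage 20. The medium of the pXEN cells held CHIR99021, a GSK3 inhibitor, at 1 µM and minocycline at 2 µM. That of the naïve-like ESCs held CHIR99021 at 3 µM, the MEK inhibitor PD0325901 at 1 µM, the TGFβ receptor inhibitor SB431542 at 2 µM and, in the paper's unit, doxycycline at 2 mg/mL. The medium of the primed ESCs held none of these compounds. It held activin A, bFGF and EGF, and that of the naïve-like ESCs also held FGF. The libraries were directional and made from rRNA-depleted RNA. The paper's methods give the RNA input as 3 mg per library, and the labels of the data give it as 1 µg. The authors deposited the number of reads counted on each gene without normalization, and the FPKM of each gene, its fragments scaled by gene length and by a total set for each library. Both tables list 29510 genes, of which 25322 have an Ensembl identifier and 4188 are transcripts without annotation. Between 10408164 and 12995720 reads per library were counted on genes, with a median of 11416637 for the pXEN cells, 11060886 for the naïve-like ESCs and 12387548 for the primed ESCs. At this depth, 3 counts, taken here as the floor of detection, correspond to between 0.231 and 0.288 CPM (counts scaled by the library total), which covers counting error only. The 10 genes with the most counts in a library took between 9.12% and 10.9% of its counts. Neither the paper nor the labels give a sequencing date or batch. Differential expression was tested on the counts with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in 1 model of all 7 libraries with TMM normalization. The test covered the 17447 genes that edgeR's filter on low counts kept, and adjusted p values below 0.05 were taken as calls, as in the paper's methods. The biological coefficient of variation between lines of the same type was 0.223.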

We determined the gene expression differences between pXEN cells and naïve-like and primed porcine ESCs using RNA sequencing analysis (Figure 7A). 

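The principal components were computed from log2(FPKM + 1) over the 26559 genes with the highest mean values, which are 90% of the genes listed. The first component held 64.2% of the variance and the second 23.6%. On the first component, the pXEN lines 1, 2 and 3 lay at 98.4, 89.8 and 97.2, the naïve-like ESC lines at −89.7 and −88.2, and the primed ESC lines at −54.1 and −53.4. The gap between the pXEN lines and the nearest ESC line was therefore larger than the spread within any cell type. The second component placed the naïve-like ESC lines at 62.1 and 56.2, the primed ESC lines at −73.6 and −72.5, and the pXEN lines between 5.30 and 11.9. The third component, with 5.03% of the variance, set pXEN line 2, at −51.1, apart from pXEN lines 1 and 3, at 21.9 and 26.4. Scaling each gene to unit variance moved the share of the first component most, to 43.3%, and the first component still separated the pXEN lines from the ESC lines.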

Global gene expression profiling revealed that gene expression in pXEN cells was distinct from that in porcine naïve like and primed ESCs (Figure 7B). Pearson correlation analysis confirmed that porcine naïve like and primed ESCs show a stronger correlation than the correlation between either pXEN cells and porcine naïve-like ESCs or primed ESCs (Figure 7C). 

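Pearson's r was computed between libraries, across the genes used for the principal components. Genes are not independent replicates, so these values compare libraries and carry no test of their own. The mean r between naïve-like and primed ESC lines was 0.916 ± 0.00318 (SD over 4 pairs of libraries). It was 0.844 ± 0.00358 (SD, 6 pairs) between pXEN and naïve-like ESC lines, and 0.873 ± 0.00478 (SD, 6 pairs) between pXEN and primed ESC lines. Within a cell type, r was 0.978 on average over the 3 pairs of pXEN lines, 0.984 between the naïve-like ESC lines and 0.986 between the primed ESC lines. The mean r between the ESC types exceeded the larger of the pXEN means by 0.0428. A difference as large arose in 6 of the 210 assignments of the 7 libraries to groups of 3, 2 and 2 (one-sided exact permutation test, p = 0.0286). All 6 of these assignments keep the pXEN lines together, so the test separates the pXEN lines from the ESC lines and not the ESC types from each other. With a pXEN line left out, 10 of 90 assignments gave as large a difference (exact permutation test, p = 0.111), and 6 of these 10 keep the pXEN lines together. Those 6 scored as large in every setting, so with 6 libraries this test could not pass 0.05. Squaring r moved the difference most, to 0.0767.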

Hierarchical cluster analysis illustrated the similarity between pXEN cell lines, which cluster together based on their gene expression patterns. 

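With complete linkage on 1 minus Pearson's r, the 3 pXEN lines joined at a height of 0.0268. The naïve-like ESC lines joined at 0.0161, the primed ESC lines at 0.0136 and the ESC types with each other at 0.0874. The branch of the pXEN lines joined the branch of the ESC lines at 0.160, which is 5.97 times the height within the pXEN branch. The mean r among the pXEN lines and among the ESC lines exceeded the mean r between them by 0.0933. This was the largest difference among the 35 splits of the libraries into 3 and 4 (one-sided exact permutation test, p = 0.0286, the smallest that the design allows). Among the pXEN lines, line 2 stood apart, with r of 0.975 and 0.973 to lines 1 and 3 against 0.986 between lines 1 and 3. Leaving out line 2 moved the ratio of heights most, to 11.13. Euclidean distance on values scaled per gene lowered it to 1.44, and the pXEN lines still formed a branch of their own.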

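Between pXEN cells and naïve-like ESCs, 9514 genes were called, which is 54.5% of the genes tested. Of these, 4937 were higher and 4577 lower in pXEN cells. Between pXEN cells and primed ESCs, 48.3% of the genes tested were called, with 4168 higher and 4261 lower in pXEN cells. Primed and naïve-like ESCs differed in 5621 genes, with 3308 higher and 2313 lower in primed ESCs. In the same direction against both ESC types, 5878 genes were called, with 3166 higher and 2712 lower in pXEN cells. With the threshold of the legend of Fig. 7D, a log2 fold change above 3, taken here in either direction, the 3 comparisons together called 3921 genes. Of these, 854 were transcripts without annotation. A minimum of 10 counts in every library removes genes absent from 1 cell type, so it lowers these numbers by design. It left 6690 genes between pXEN cells and naïve-like ESCs and 755 genes past the fold threshold in any comparison. Upper-quartile scaling changed which direction held more genes against naïve-like ESCs, with 4348 higher and 5621 lower in pXEN cells. It gave 3770 higher and 4811 lower against primed ESCs, and 3049 higher and 2882 lower in primed against naïve-like ESCs. Genes were also picked by edgeR's estimate of the log2 fold change, among called genes with a symbol, a mean log2 CPM of at least 5 and no overlap between the libraries of the groups. For genes without counts in a group this estimate is not a measured size, so the picks are not a ranking of true changes. Against naïve-like ESCs, the 5 genes with the largest estimates in pXEN cells were SERPINA1, SLC28A3, KRT19, TF and SOX17, which had no count in either naïve-like ESC line. SERPINA1 was at least 6894-fold higher (adjusted p = 0.000561 from the same test) and SLC28A3 at least 6679-fold higher (adjusted p = 2.48e-06). SERPINA1 had 40767 counts in pXEN line 2 and 8976 and 8354 in lines 1 and 3, so line 2 raises its lower bound. TF lies on chromosome 13, whose genes were higher as a group in pXEN lines 1 and 3. Among the 5 genes with the lowest estimates were GABRA5, JAKMIP2, ASTN1 and SLC6A15, which had no count in any pXEN line. Against primed ESCs, SERPINA1, HPN, APOA2, GATA4 and AMBP had the largest estimates, and ZIC1, EN2, TFAP2C and ZIC4 were among the 5 genes with the lowest. HPN was at least 482-fold higher (adjusted p = 6.72e-06) and ZIC1 at least 625-fold lower (adjusted p = 6.85e-05), and ZIC1 and ZIC4 also lie on chromosome 13.

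**Figure D1:**
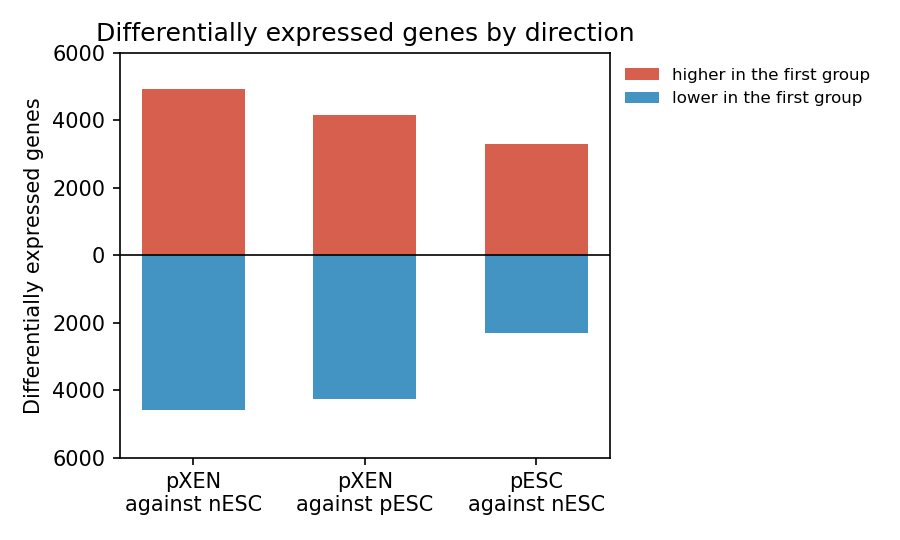
Number of differentially expressed genes in each comparison. Bars above 0 count genes higher in the group named first (4937, 4168 and 3308) and bars below 0 count genes lower in it (4577, 4261 and 2313).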

The pXEN cells had a distinct identity and do not clustering with either porcine naïve-like ESCs or primed ESCs (Figure 7D). We selected genes related to pluripotency and typical XEN marker genes from RNA-seq data for analysis (Supplementary Table S1) and confirmed that pXEN cells lack the expression of key pluripotency genes, such as *Sox2*, *Oct4*, and *Klf4*, but they expressed other pluripotency genes, such as *Sall4*, *Lin28a*, and *Klf5* (Figure 7E). 

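SOX2, on chromosome 13 from 128979418 to 128980735 in the coordinates of the authors' tables, had 0.659 ± 1.14 FPKM in pXEN cells (SD, n = 3 lines). It had 114 ± 16.8 FPKM in naïve-like ESCs (SD, n = 2) and 150 ± 4.38 FPKM in primed ESCs (SD, n = 2). Its log2 fold change in pXEN cells was −7.34 against naïve-like ESCs (standard error 0.72, adjusted p = 8.69e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −7.73 against primed ESCs (standard error 0.72, adjusted p = 0.0001). All SOX2 reads of the pXEN cells were in line 2, whose library also held reads on chromosome Y. Apart from leaving out that line, which leaves no SOX2 count in pXEN cells, limma's test on log2(FPKM + 0.1) moved the first value most, to −8.69. KLF4, on chromosome 1 from 279056681 to 279061593, was low in every cell type. It had 0.466 ± 0.197 FPKM in pXEN cells, 1.06 ± 0.194 in naïve-like ESCs and 0.357 ± 0.0171 in primed ESCs. Its log2 fold change in pXEN cells was −1.18 against naïve-like ESCs (adjusted p = 0.0549) and 0.40 against primed ESCs (adjusted p = 0.531), and neither was called. With upper-quartile scaling KLF4 was called lower than in naïve-like ESCs (adjusted p = 0.0297), and over all alternatives its adjusted p lay between 0.0152 and 0.168. SALL4 (chromosome 17), LIN28A (chromosome 6) and KLF5 (chromosome 11) had 106 ± 13.7, 590 ± 49.2 and 35.8 ± 4.76 FPKM in pXEN cells (SD, n = 3). In naïve-like ESCs they had 35.8 ± 2.79, 120 ± 2.03 and 5.15 ± 0.668 FPKM (SD, n = 2). The log2 fold changes against naïve-like ESCs were 1.56 for SALL4 (adjusted p = 4e-05), 2.30 for LIN28A (adjusted p = 3.65e-06) and 2.79 for KLF5 (adjusted p = 3.67e-05). Against primed ESCs they were 1.43 (adjusted p = 9.32e-05), 0.48 (adjusted p = 0.00762) and 5.94 (adjusted p = 6.35e-06). Of the 26 genes drawn in Fig. 7E, 24 were tested. Against naïve-like ESCs, 12 were higher and 6 lower in pXEN cells, and 12 and 7 with the adjustment over these 24 genes alone. Against primed ESCs, 10 were higher and 6 lower with either adjustment. The lower genes against both were SOX2, GNL3L, GBX2, GNL3 and ESRRB, of which GNL3 also lies on chromosome 13. GBX2 and ESRRB had no count in any pXEN line. GBX2 was at least 107-fold lower than in naïve-like ESCs (adjusted p = 2.99e-05), and ESRRB at least 240-fold lower than in primed ESCs (adjusted p = 8e-06). UTF1 was lower than in primed ESCs, with a log2 fold change of −7.40 (adjusted p = 1.36e-05).

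**Figure D2:**
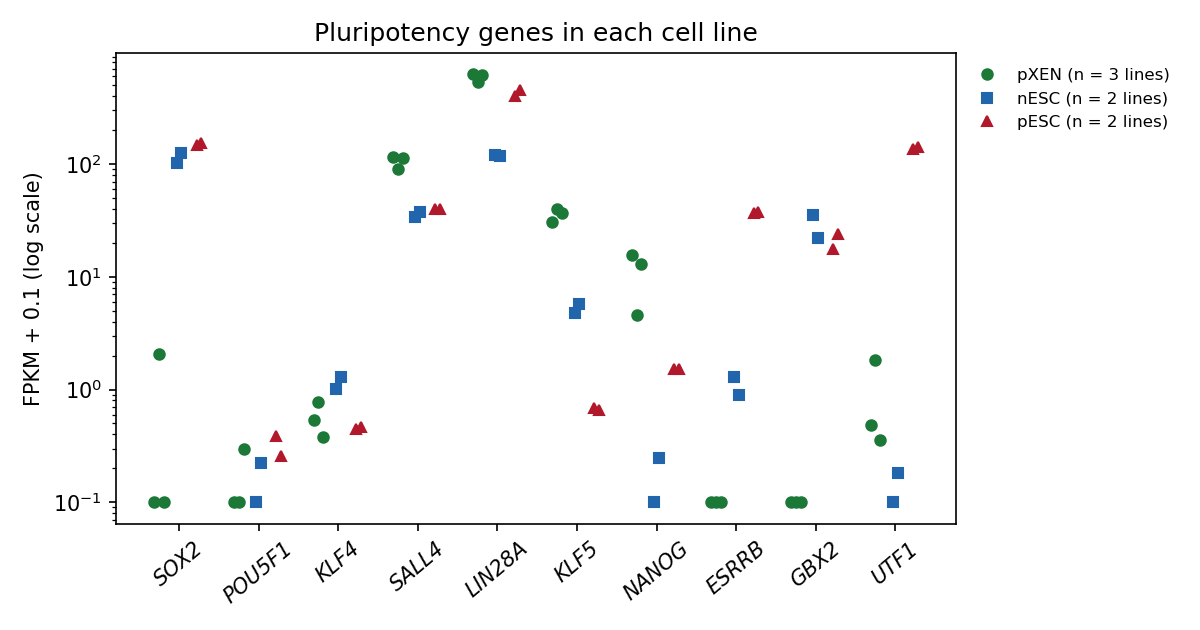
FPKM of 10 pluripotency genes in each line, plotted with 0.1 added on a log scale, with 1 point per line. SALL4, LIN28A, KLF5 and NANOG are higher in all 3 pXEN lines than in the naïve-like ESC lines, and SOX2, ESRRB and GBX2 are lower. NANOG is drawn from its only listed entry, which has no intron.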

Oct4 is expressed in primitive endoderm of mouse blastocysts [33]. Previously known mouse blastocyst-derived XEN cell lines express XEN markers but not Oct4 [10]. The primitive XEN cells from mouse blastocysts have also been derived, which expressed oct4 and was easily convert into XEN-like cells but not vice versa [34]. The loss of Oct4 and Sox2 expression in our porcine XEN cells suggested that the status of these cells was more similar to that of mouse XEN cells than that of primitive XEN cells. 

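POU5F1, which encodes Oct4, is listed once in the authors' tables, on chromosome 7 from 27262624 to 27268634. It had 0, 0 and 3 counts in pXEN lines 1, 2 and 3, 0 and 2 in the naïve-like ESC lines, and 5 and 3 in the primed ESC lines. Only 1 of the 7 libraries was therefore above the floor, the gene was removed by the filter on low counts, and a loss in pXEN cells was not detectable from these counts. The listed interval of SLA-8, from 27209603 to 27630394, covers POU5F1, and the files do not show how reads shared by overlapping genes were counted. SOX2 had 0, 30 and 0 counts in pXEN lines 1, 2 and 3, 1633 and 1940 in the naïve-like ESC lines, and 2452 and 2729 in the primed ESC lines. The library of pXEN line 2, the only one of the pXEN libraries with SOX2 reads, also held reads on chromosome Y and more reads of fibroblast genes than the others. The paper sets the loss of Oct4 and Sox2 against published mouse cell lines with and without Oct4. From this it proposes that pXEN cells are nearer to mouse XEN cells than to primitive XEN cells. Its staining, real-time PCR and Western blots showed both factors in naïve-like ESCs and not in pXEN cells. Staining also showed both in primed ESCs. In the ESCs, these assays thus detected Oct4 where POU5F1 had at most 5 counts here.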

The heterogeneity of pluripotency gene expression of pXEN cells (Figure 7E) may be due to the embryonic origin, since parthenogenetic embryos themselves are not normal naturally acquired embryos.

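The spread among the pXEN lines was measured as the largest over the smallest FPKM of a gene across the 3 lines, for genes with a mean of at least 10 counts. Among the 20 genes of Fig. 7E that reach this minimum, the median ratio was 1.29, and it was 1.37 among all 15027 tested genes that reach it. The ratio was above 2 for 4 of the 20 genes (20.0%), SOX2, NANOG, KLF4 and ACVR2B, and for 18.0% of all genes. NANOG has 1 entry in the tables, on chromosome 1, whose listed length of 1159 bases equals its span, so the entry has no intron. It had 15.5, 4.50 and 13.0 FPKM in pXEN lines 1, 2 and 3, a ratio of 3.45. Its mean of 11.0 ± 5.77 FPKM (SD, n = 3) compares with 1.42 ± 0.0194 FPKM in primed ESCs (SD, n = 2), a log2 fold change of 2.95 (standard error 0.62, adjusted p = 0.00556 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against naïve-like ESCs, with 0 and 2 counts, this entry was at least 50.0-fold higher in pXEN cells (adjusted p = 0.000405 from the same test). The paper's staining, real-time PCR and Western blots instead showed NANOG in naïve-like ESCs and not in pXEN cells. KLF4 had 0.442, 0.675 and 0.283 FPKM in the 3 lines, from 14, 25 and 10 counts. ACVR2B, on chromosome 13, had 51.0, 23.3 and 51.9 FPKM, so its ratio of 2.23 includes the difference of that chromosome between lines 1 and 3 and line 2. In NANOG and ACVR2B, line 2 was the line that stood apart. The design holds no XEN line from fertilized embryos, so embryonic origin and spread between lines cannot be compared.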

We also confirmed that pXEN cells robustly express *Gata4, Gata6*, and *Sox17*, as well as genes encoding ExEn-associated cell surface proteins or the basement membrane components *Pdgfra, Col4a2, Lama1, Lamb1, Sparc, Ihh, Hnf4a*, and *Dab2*. This expression pattern contrasts with that of porcine naïve-like ESCs, which express these genes at a low level or lack expression altogether (Figure 7F). 

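In pXEN cells, GATA4 (chromosome 14 from 16073218 to 16124413) had 222 ± 29.5 FPKM (SD, n = 3 lines). GATA6 (chromosome 6 from 99760293 to 99790611) had 78.7 ± 25.8 FPKM and SOX17 (chromosome 4 from 83968215 to 83970893) had 304 ± 36.8 FPKM. COL4A2 had the highest value of the genes encoding surface and basement membrane proteins, with 821 ± 32.6 FPKM. LAMB1 had 313 ± 29.1, HNF4A 252 ± 35.5, SPARC 130 ± 27.8, LAMA1 125 ± 23.9, IHH 98.9 ± 11.3, DAB2 39.4 ± 10.3 and PDGFRA 20.3 ± 5.68 FPKM. LAMA1 and SPARC are listed on unplaced scaffolds. Against primed ESCs, 10 of these 11 genes were called higher in pXEN cells. GATA4, with 1 and 0 counts in the primed ESC lines, was at least 1989-fold higher (adjusted p = 1.58e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was 3.14 for GATA6 (adjusted p = 0.000107), 9.11 for SOX17 (adjusted p = 3.81e-06), 10.46 for HNF4A (adjusted p = 8.88e-07) and 10.04 for IHH (adjusted p = 3.34e-06). It was 3.57 for COL4A2 (adjusted p = 1.18e-06), 2.03 for LAMB1 (adjusted p = 0.000122) and 1.85 for LAMA1 (adjusted p = 0.000281). It was 5.44 for PDGFRA (adjusted p = 1.94e-05) and 2.31 for DAB2 (adjusted p = 0.000163). SPARC did not differ from primed ESCs (log2 fold change 0.20, adjusted p = 0.497), where it had 114 ± 5.9 FPKM (SD, n = 2).

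**Figure D3:**
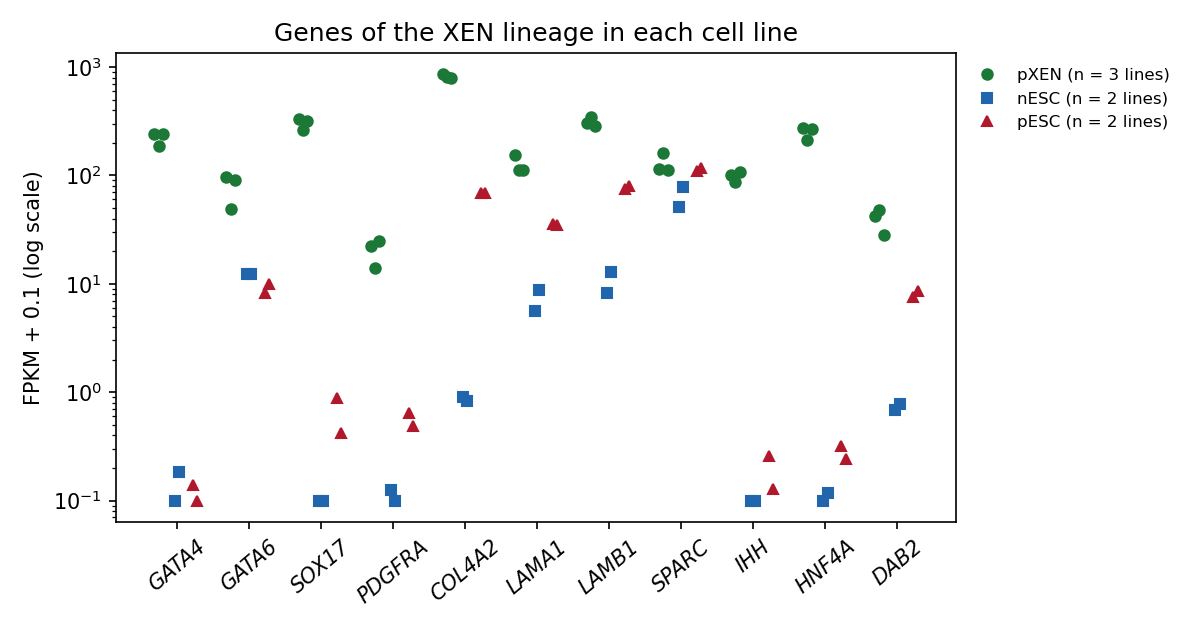
FPKM of 11 genes of the XEN lineage in each line, plotted with 0.1 added on a log scale, with 1 point per line. All 11 genes are higher in every pXEN line than in the naïve-like ESC lines, and SPARC overlaps between pXEN and primed ESC lines.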

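All 11 genes were called higher in pXEN cells than in naïve-like ESCs. GATA4, SOX17, PDGFRA, IHH and HNF4A were at or under 3 counts in both naïve-like ESC lines. Their difference is therefore given as a lower bound, which was 1799-fold for GATA4 (adjusted p = 5.97e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2526-fold for SOX17 (adjusted p = 1.88e-06). It was 258-fold for PDGFRA, 995-fold for IHH and 4715-fold for HNF4A. COL4A2 had 0.770 ± 0.0510 FPKM in naïve-like ESCs (SD, n = 2 lines), a log2 fold change of 10.05 in pXEN cells (standard error 0.15, adjusted p = 7.74e-08). DAB2 had 0.635 ± 0.0640 FPKM (log2 fold change 5.94, adjusted p = 4.36e-06). DAB2 lies on chromosome 16, whose genes were higher as a group in both naïve-like ESC lines. The other 4 genes were expressed in naïve-like ESCs. GATA6 had 12.1 ± 0.00945 FPKM (log2 fold change 2.69, adjusted p = 0.000144), LAMA1 7.09 ± 2.21 (log2 fold change 4.14, adjusted p = 7.17e-06) and LAMB1 10.5 ± 3.28 (log2 fold change 4.90, adjusted p = 2.65e-06). SPARC had 64.3 ± 19.2 FPKM, and its log2 fold change was the smallest of the 11, at 1.01 (standard error 0.23, adjusted p = 0.00639). Of the 18 genes drawn in Fig. 7F, 17 were tested and all 17 were called higher in pXEN cells than in naïve-like ESCs, over all genes and over the list alone. Against primed ESCs, 16 of the 17 were called higher. Primed ESCs exceeded naïve-like ESCs in 14 of the 17, and in 15 with the adjustment over the list alone.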

We also compared our RNA sequencing data for pXEN cells with publicly available datasets from mouse XEN cells, porcine XEN-like cells, and porcine yolk sac (day 28), as well as porcine hypoblast cells of early embryos (Figure 7G). Hierarchical cluster analysis demonstrated that the pXEN cells derived in our lab clustered closely with the pXENpg cell lines (Figure 7H) derived by Park et al. [27]. We chose the signaling pathway-related genes as well (Supplementary Table S1) and analyzed the expression of them in these cell lines. 

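Lists of LIF, FGF, TGFβ and WNT pathway components were written before the data were examined, from the genes of Fig. 4B and the ligands, receptors and transducers of each pathway. Supplementary Table S1 was not used here. Each list was compared with all other tested genes by limma's camera test with an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 12 tests of 4 lists and 3 comparisons. The 13 tested genes of the LIF list had a median log2 fold change of −0.01 in pXEN cells against naïve-like ESCs and 0.42 against primed ESCs. The list was called in neither comparison (camera, adjusted p = 0.387 and 0.636). Against naïve-like ESCs, 4 of its genes were called higher and 3 lower, with the same counts when adjusted over the list alone. Against primed ESCs, 4 were called higher and 3 lower, and 5 and 4 over the list alone. Limma's fry, which tests a list against no change instead of against the other genes, moved these results most. It called the list higher against naïve-like ESCs (adjusted p = 0.000765), where its median is below 0. The 3 LIF genes of Fig. 4B alone had medians of −0.36 and −0.49. STAT3 was lower in pXEN cells than in naïve-like ESCs (log2 fold change −1.40, standard error 0.13, adjusted p = 6.97e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and not different from primed ESCs (0.28, adjusted p = 0.134). LIFR, on chromosome 16, was not called against naïve-like ESCs (log2 fold change −0.36, adjusted p = 0.0994) and was lower than in primed ESCs (−0.90, adjusted p = 0.0026). With upper-quartile scaling it was called lower in the first comparison as well (adjusted p = 0.0297). SOCS1, a target and inhibitor of the pathway, was higher in pXEN cells than in both (log2 fold changes 5.06 and 2.38, adjusted p = 3.2e-06 and 6.27e-05).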

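The FGF list of 23 tested genes had medians of 0.48 and 0.31 (camera, adjusted p = 0.0659 and 0.551). Against naïve-like ESCs, 12 of its genes were called higher and 4 lower, and 14 and 4 over the list alone. Against primed ESCs, 10 were called higher and 5 lower by either adjustment. FGFR3 and FGFR4 were higher in pXEN cells than in naïve-like ESCs (log2 fold changes 2.97 and 6.61, adjusted p = 6.18e-06 and 4.62e-07) and than in primed ESCs (1.88 and 1.29, adjusted p = 6.26e-05 and 0.000169). Of the FGF genes of Fig. 4B, MAPK3 was higher in pXEN cells than in both (0.78 and 0.69), FGFR1 was higher than in naïve-like ESCs alone (0.38, adjusted p = 0.0267, or 0.172 with upper-quartile scaling), and FGF2 and FGFR2 were lower than in both. The 4 FGF genes of Fig. 4B alone had medians of −0.25 and −0.27, opposite in direction to the whole list. The log2 fold changes of FGF2 and FGFR2 were −1.58 and −0.88 against naïve-like ESCs (adjusted p = 0.00815 and 0.00446) and −1.32 and −0.79 against primed ESCs (adjusted p = 0.0214 and 0.00837). The TGFβ list of 16 tested genes had medians of 0.83 and 0.39 (camera, adjusted p = 0.0532 and 0.166). Against naïve-like ESCs, 10 genes were called higher and 3 lower, and 10 and 4 over the list alone. Against primed ESCs, 8 were called higher and 5 lower by either adjustment. TGFB1 was higher in pXEN cells than in both (log2 fold changes 4.52 and 1.86, adjusted p = 5.31e-05 and 0.00242), as were SMAD3 (2.07 and 1.31) and SMAD2 (0.84 and 0.45). The second call of SMAD2 (adjusted p = 0.0333) was lost with upper-quartile scaling (adjusted p = 0.0565). TGFBR1 was higher than in naïve-like ESCs (0.83, adjusted p = 0.00416) and not called against primed ESCs (0.33, adjusted p = 0.141). The 4 tested TGFβ genes of Fig. 4B alone had medians of 1.45 and 0.88, with 4 called higher against naïve-like and 3 against primed ESCs. As a set, the 6 tested target genes of SMAD2 and SMAD3 were called higher in pXEN cells than in both (medians 1.64 and 2.40, camera, adjusted p = 0.0202 and 0.00473 over 36 tests of lists). In each comparison, 5 of the 6 were called higher as single genes. The set was called in neither comparison with the inter-gene correlation estimated from the data (adjusted p = 0.266 and 0.207).

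**Figure D4:**
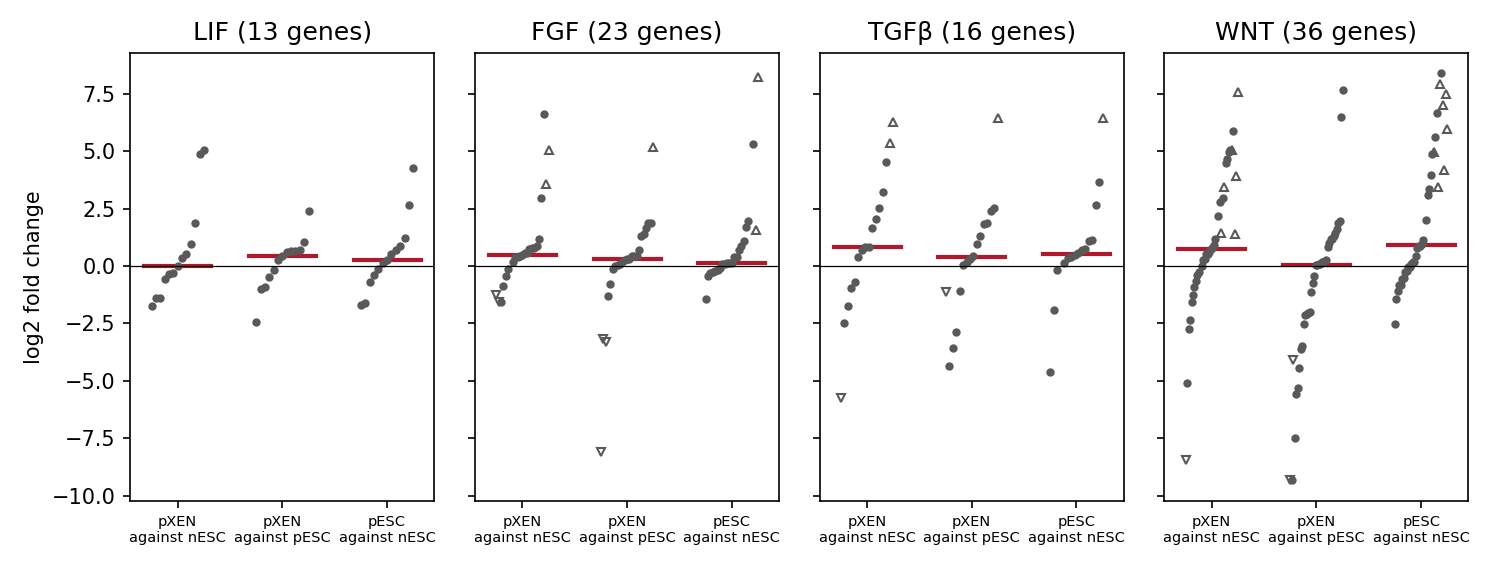
Log2 fold change of each tested gene of the 4 pathway lists in the 3 comparisons. Points are genes in order of their change, red lines are medians over all tested genes of the list, and open triangles are lower bounds for genes at or under 3 counts in all libraries of 1 group. Genes at or under 3 counts in both groups are not drawn.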

The results showed that genes involved in the LIF signaling pathway were expressed at lower levels in pXEN cells (Supplementary Figure S2A), whereas genes related to the FGF and TGFβ signaling pathways showed higher expression in pXEN cells (Supplementary Figure S2C,D). 

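Between primed and naïve-like ESCs, the FGF list had a median log2 fold change of 0.14 and the TGFβ list of 0.53, and neither was called (camera, adjusted p = 0.0532 and 0.254). Of the FGF list, 6 genes were higher and 1 was lower in primed ESCs by either adjustment. FGF19 was counted in primed ESCs alone, with 818 and 1176 counts, and was at least 298-fold higher there (adjusted p = 0.000153 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was 5.31 for FGFR4 (adjusted p = 4.87e-06) and 1.09 for FGFR3 (adjusted p = 0.00266). Of the TGFβ list, 6 genes were higher and 2 lower in primed ESCs, 8 and 2 over the list alone, and 3 and 2 with upper-quartile scaling. TGFB1 had 9.24 ± 2.31 FPKM in primed and 1.44 ± 1.05 FPKM in naïve-like ESCs (SD, n = 2 lines each), a log2 fold change of 2.65 (standard error 0.41, adjusted p = 0.00224). TGFB2 had a log2 fold change of 3.65 (adjusted p = 0.00325) and SMAD3 of 0.76 (adjusted p = 0.0472, or 0.0631 with upper-quartile scaling). TDGF1, on chromosome 13, had 283 and 305 counts in the primed and none in the naïve-like ESC lines, and was at least 88.0-fold higher (adjusted p = 3.55e-05).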

The FGF and TGFβ signaling pathway-related genes were also expressed at high level in the primed ESCs (Supplementary Figure S2C,D). Surprisingly, we found that primed ESCs strongly expressed genes related to the WNT signaling pathway (Supplementary Figure S2B), while activation of this pathway is generally required for maintenance of naïve pluripotent stem cells in mammals. However, Choi et al. showed that FGF2, ACTVIN, and WNT signaling are essential to sustain pig pluripotency in vitro [13], and the porcine embryonic stem cells they obtained were in primed state. 

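The WNT list of 36 tested genes had a median log2 fold change of 0.93 in primed against naïve-like ESCs and was called (camera, adjusted p = 2.12e-07). Of its genes, 17 were higher and 6 lower in primed ESCs, and 18 and 6 over the list alone. The largest differences were in ligands. WNT4 had 44.0 ± 9.93 FPKM in primed and 0.126 ± 0.0683 FPKM in naïve-like ESCs (SD, n = 2 lines each), a log2 fold change of 8.39 (standard error 0.44, adjusted p = 1.58e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). WNT8B had a log2 fold change of 4.89 (adjusted p = 0.000215). WNT3A, WNT10B, WNT7B and WNT5B were at or under 3 counts in both naïve-like ESC lines and at least 130-fold, 245-fold, 182-fold and 63.0-fold higher in primed ESCs. The transcription factor TCF7 had a log2 fold change of 5.61 (adjusted p = 5.34e-05). In pXEN cells, the list had a median of 0.76 against naïve-like ESCs (camera, adjusted p = 0.0532), with 22 genes higher and 7 lower, and 23 and 7 over the list alone. Against primed ESCs its median was 0.06 (camera, adjusted p = 0.0738), with 11 genes higher and 15 lower, and 11 and 16 over the list alone. With upper-quartile scaling, an alternative chosen after the data were seen, this last median was −0.02. WNT4, WNT3A, WNT10B, WNT7B and WNT8B were lower in pXEN cells than in primed ESCs, with log2 fold changes between −9.32 and −4.43. WNT11 was higher, with a log2 fold change of 7.69 (adjusted p = 1.33e-05), as was the receptor FZD7, with 1.97 (adjusted p = 0.00137). The call of the list between primed and naïve-like ESCs was lost with the inter-gene correlation estimated from the data (adjusted p = 0.217) and among genes with at least 10 counts in every library (adjusted p = 0.280), a minimum that removes ligands without counts in 1 cell type. Over all alternatives its adjusted p lay between 7.08e-08 and 0.280.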

The gene Ctnnb1 encoding β-catenin1 was highly expressed in pXEN cells (Supplementary Figure S2B), and β-catenin1 is the cornerstone of the canonical WNT pathway. It is possibly due to the addition of CHIR99021 in the culture medium, since CHIR99021 is commonly used to activate WNT signaling in naive pluripotent stem cells.

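CTNNB1, on chromosome 13 from 27623128 to 27667302, had 466 ± 38.2 FPKM in pXEN cells (SD, n = 3 lines), 305 ± 0.133 FPKM in naïve-like ESCs and 265 ± 13.6 FPKM in primed ESCs (SD, n = 2 lines each). Its log2 fold change in pXEN cells was 0.60 against naïve-like ESCs (standard error 0.10, adjusted p = 0.00171 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.82 against primed ESCs (standard error 0.11, adjusted p = 0.00046). Primed and naïve-like ESCs did not differ (−0.22, adjusted p = 0.18), except when pXEN line 2 was left out of the model (adjusted p = 0.0345). Leaving out each line in turn kept the first value between 0.57 and 0.67 and the second between 0.76 and 0.89. The 788 expressed genes of chromosome 13 were together higher in pXEN cells than in primed ESCs, by a median log2 shift of 0.40 against the other chromosomes, and than in naïve-like ESCs, by 0.49. This shift was present in pXEN lines 1 and 3 and not in line 2, where CTNNB1 had 422 FPKM, against 487 and 489 in lines 1 and 3. CTNNB1 was thus above the ESC lines in line 2 as well. GSK3B, the kinase that CHIR99021 inhibits, lies on the same chromosome and had log2 fold changes of 1.18 and 1.20 (adjusted p = 0.00146 and 0.00162). The medium of naïve-like ESCs held 3 µM CHIR99021 against 1 µM for pXEN cells, and that of primed ESCs held none. Yet CTNNB1 was lower in naïve-like ESCs than in pXEN cells, and was not called between the ESC types with all libraries. These values argue against CHIR99021 alone setting the level of CTNNB1 RNA across the cell types. They do not address β-catenin protein.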

## 3. Discussion

Understanding the development of pre-implantation embryos and their regulatory mechanisms is essential for understanding how to derive stem cells effectively. During blastocyst development, the ICM further differentiates to form the initial embryonic lineage epiblast-EPI and the extra-embryonic endoderm lineage PrE, and the epiblast stem cells (EpiSCs) and XEN cells, respectively, can be derived from these two lineages [23]. Over the past few decades, many researchers have tried and failed to obtain authentic ESCs with potency of germline chimerism from pigs [12,13,14].

The naïve-like and primed state of porcine stem cells was established by our group; however, we did not abandon the goal of deriving porcine ESCs with potency of germline chimerism and gamete development. In the present study, we cultured pig blastocysts using a chemical cocktail system that had proved capable of obtaining mouse and human extended pluripotent stem cells. Unexpectedly, we found that the extra-embryonic cells dominated when the pig blastocysts were cultured in this system, and that the derived cells were XEN cells rather than ES cells. This result suggested that the signaling pathways that maintain pluripotency programming in pig embryos likely differ from those in mice and humans. The culture system used for mouse and human ESCs therefore does not appear suitable for porcine cells. Species differences clearly exist, and the establishment of an authentic pig ESC line remains a great challenge.

In this study, we further confirmed the main reason why establishing porcine authentic ESCs has been so notoriously difficult. The epiblast fraction of the primary blastocyst outgrowths from pigs usually fails to proliferate under the routine ESC derivation conditions used for rodents and primates. Instead, the cells are rapidly replaced by expanding extra-embryonic cells, which are often mistaken for epiblast-derived primed ESCs, as found in previous studies [27,36]. Therefore, the discovery of ways to inhibit the growth of the PrE and to promote the proliferation of EPI may be significant for obtaining authentic porcine ESCs.

The findings presented here indicate the particular importance of studying the characteristics of porcine XEN cells and comparing them with different states of porcine ESCs. Previous studies had suggested Gata4 and Gata6 as master regulators of ExEn differentiation [20] and that the overexpression of Gata4 or Gata6 is sufficient to drive the establishment of self-renewing XEN cells from mESCs [37]. The role of the SOX factor Sox17 in ExEn development has also been revealed, as overexpression of Sox17 has been shown to induce ExEn gene expression in mESCs [22]; therefore, the commitment of cells to the ExEn fate can be measured by expression of these genes. The XEN cells we derived in this study robustly expressed Gata4, Gata6 and Sox17. We also found the presence of lipid droplets in pXEN cells, which was consistent with previous studies [27]. Other studies on pig XEN cells showed that some pXEN cells expressed AP [27], while others did not [26,28]; our pXEN cells expressed AP.

The LCDM system has also been used by Xu et al. to derive iPSCs from pigs [38]. For cell reprogramming, the basic medium used in the study was very different from ours, the basal medium might have a great influence on the cells. Notably, for the above iPSCs, the expression of exogenous transcriptional factors may play a key role during derivation of the pluripotent state. These differences in culture systems and with exogenous transcriptional factors transfected or not resulted in different stem cell types in our study and that of Xu et al. Besides, MIH is a chemical inhibitor of PARP1, and the upregulation of ExEm differentiation pathways observed in Parp1^−/−^ mouse ES cells [39] has indicated that PARP1 might be involved in the regulation of ExEm developmental potency. We speculate that the inhibition of PARP1 might be the main reason for the dominant growth of extra-embryonic cells of porcine blastocysts cultured in LCDM. However, the role of the PARP1 pathway in porcine embryonic development and pluripotent stem cells needs further study.

The fibroblast growth factor (FGF) receptor Fgfr2 is enriched in PrE cells, whereas both Fgf4 and Fgf2 are not expressed in early embryos [40]. Both factors function via Fgfr2 and are routinely added when XEN is obtained from embryos [10]. Our FGF/ERK signaling results showed that the proliferation of pXEN cells is blocked when ERK signaling, downstream of the FGF pathway, is inhibited. This is consistent with previous studies that demonstrated a requirement for the FGF/ERK signaling for the maintenance of pXEN cells [26]. Although the exogenous addition of FGF is not required for the derivation of pXEN cells in our study, the effect of exogenous production of FGF by the MEF feeder cells [41] should be taken into account. XEN cells can also be derived from ESCs by progressive adaptation of retinoic acid (RA) and activin A [24]. In addition, Nodal, a member of the TGFβ family, is expressed in PrE [42], suggesting that components of this pathway may also promote the derivation of XEN cells. Notably, in our analysis of signaling pathways, we found that maintenance of pXEN cells also required the TGFβ signaling pathway.

Mouse XEN cells express Lin28a, Sall4 and other pluripotency genes. Mouse fibroblasts pass through a XEN-like state on their way to the iPS cells state by chemical reprogramming [43]. Similar to XEN cells in vivo, the induced XEN-like cells have already expressed Sall4 and Lin28a, two master genes of pluripotency, and iPS cells can be rapidly obtained by changing culture conditions or by overexpressing Oct4 and Sox2 in XEN cells. The porcine XEN cells we derived also expressed Sall4 and Lin28a, as well as other pluripotency genes; therefore, porcine XEN cells may serve as a bridge to study cell fate transitions during the development of porcine embryos. Some studies have shown that cells in the chemically induced XEN-like state could be induced to form functional neuronal and hepatocyte-like cells [44], suggesting the possibility of generating other cell lineages via the XEN like state. Future studies on the induction of porcine XEN cells into other cell types will also be interesting.

Based on our observations and RNA sequencing results, we proposed that three types of cells could be derived from porcine ICMs: naïve-like ESCs, primed ESCs, and XEN cells (Figure S2E). The proliferation of porcine naïve-like ESCs depends on the LIF signaling pathway. By contrast, the growth of primed ESCs requires exogenous addition of FGF and upregulation of the expression of genes related to the TGFβ and WNT signaling pathways, which seems to indicate that they are dependent on FGF, TGFβ, and WNT signaling. In the present study, we demonstrated that the proliferation of XEN cells is dependent on the FGF and TGFβ signaling pathways. The conversion between porcine naïve-like and primed ESCs had be realized quickly via down-regulation of the LIF signaling pathway and up-regulation of the FGF [32]. Porcine naïve-like ESCs also can exit pluripotency and transition to the XEN state. The key pluripotency genes are downregulated, and ExEn-associated genes are upregulated in this process. These results suggest that distinct pluripotent stem cell states respond differently to differentiation-inducing signals. However, the further identification of signaling pathways in different cell types is needed.

In conclusion, successful production of pXEN cells using a chemical cocktail culture system represents an important intermediate step in the in vitro generation of cell lineages from porcine embryos. It also reveals important and novel molecular mechanisms of different cell types derived from porcine ICMs. The pXEN cells will be helpful for studying the lineage development of porcine embryos and for promoting the establishment of authentic porcine ESCs, which also represent a promising cell source for human regenerative medicine. The pXEN cells can serve as an in vitro tool to explore and identify the mechanisms and key molecules involved in cell reprogramming. Another interest of the pXEN cells could be the possibility of producing, together with nESCs and TSCs, porcine blastoïds to overcome the difficulty of obtaining embryos in vivo.

## 4. Materials and Methods

### 4.1. Porcine XEN Cell Lines Derivation and Maintenance

Porcine blastocysts were obtained by in vitro oocyte maturation (IVM) and parthenogenesis as previously reported [45]. Porcine expanded blastocysts at day 6 were selected to establish pXEN cells. The zona pellucida of blastocysts were removed by treatment in 0.5% pronase solution, and the ICMs were isolated by immunosurgery. The ICMs were seeded onto a monolayer of mitomycin C-inactivated feeder cells at a density of 5×10^4^ cell/cm^2^ and cultured with LCDM medium: knockout DMEM (Invitrogen, Carlsbad, CA, USA), 0.1 mmol β-mercaptoethanol (Invitrogen), 1% MEM non-essential amino acids (Invitrogen), 1% penicillin-streptomycin (Invitrogen), 1% Glutamax (Invitrogen), 10% KSR (Invitrogen), 10% FBS (BI, Kibbutz Beit-Haemek, Israel), 10 ng/mL hLIF (Millipore, Billerica, MA, USA), 1 μM CHIR99021 (Sigma, Darmstadt, Germany), 2 μM (*S*)-(+)-dimethindene maleate (DIM, Tocris, Ellisville, MO, USA), 2 μM minocycline hydrochloride (MIH, Tocris) and 2 μM Y27632 (Tocris). The feeder cells were mouse embryonic fibroblast (MEF) derived from ICR mouse strains and established in our lab. After 5-7 days, the outgrowths expanded from the edge of the embryos, and they were mechanically isolated from the feeder cells. The outgrowths were torn into small pieces and transferred onto fresh feeder cells for subculture. The pXEN cells were passaged as clumps every 5–6 days using accutase (Invitrogen) and were cultured in humidified conditions with 5% CO_2_ at 38.5 °C.

### 4.2. Culture Conditions for Different States of Porcine Pluripotent Stem Cells

Porcine naïve-like ESCs (nESCs) were established by our lab previously and maintained on MEF cells in LBX medium: knockout serum replacement (KOSR) medium and N2B27 medium supplemented with 16 ng/mL FGF (Invitrogen), 10 ng/mL hLIF (Millipore), 1 μM PD0325901 (Sigma), 3 μM CHIR99021(Sigma), 2 μM SB431542 (Tocris) and 2 mg/mL doxycycline (DOX, Tocris). Porcine primed ESCs (pESCs) were grown on STO cells in α-MEM (Invitrogen) medium supplemented with 20%KOSR, 0.1 mmol β-mercaptoethanol, 1%MEM non-essential amino acids, 1% insulin-transferrin-selenium (ITS) (Invitrogen), 10 ng/mL activin A (Invitrogen), 20 ng/mL bFGF (Invitrogen), 20 ng/mL epidermal growth factor (EGF, Invitrogen) and 10 ng/mL hLIF.

### 4.3. Alkaline Phosphatase Staining

Alkaline phosphatase (AP) activity was detected by using NBT/BCIP (Promega, Madison, WI, USA) in accordance with the manufacturer’s protocol. Cells were washed with phosphate buffered saline (PBS) (Invitrogen) and fixed with 4% paraformaldehyde (Solarbio, Beijing, China) in PBS for 10 min at room temperature. The fixed cells were washed once with PBS and incubated with the mixture at room temperature for 15 min. After the staining was stopped with PBS, the cells were observed and the images were captured.

### 4.4. Karyotyping

The cells were incubated in a medium supplemented with 0.02 μg/mL colcemid for 1–2 h at 38.5 °C in an atmosphere of 5% CO_2_. After trypsinization (Invitrogen) and treatment with hypotonic KCl (0.56%) (Sigma) for 30 min at 37 °C, the cells were fixed with a 3:1 (*v/v*) mixture of methanol and acetic acid and spread on clean microscopic slides by gentle dropping. After staining with Giemsa (1:10 dilution) (Sigma) for 20 min, the chromosomes were examined.

### 4.5. Immunofluorescence

For immunofluorescence staining, cells were washed with PBS and fixed with 4% paraformaldehyde for 10 min, permeabilized with 1%Triton X-100 (Sigma) for 1 h, blocked with 5%BSA (Sigma) for 1 h at room temperature, then incubated with primary antibodies at 4 °C overnight and then incubated with secondary antibodies for 1 h at room temperature. The primary antibodies included Gata4 (Santa Cruz Biotechnology, Dallas, TX, USA), Gata6 (Cell Signaling Technology, Danvers, MA, USA), Sox17 (Cell Signaling Technology), Sall4 (Santa Cruz Biotechnology), Oct4 (Santa Cruz Biotechnology), Sox2 (Calbiochem, Billerica, MA, USA), Nanog (Santa Cruz Biotechnology), Cdx2 (Bio Genex, San Ramon, CA, USA), Sparc (Santa Cruz Biotechnology), Cdh1 (Abcam, Waltham, MA, USA), Desmin (Millipore), Cytokeratin (Millipore), and βIII-Tubulin (Abcam). Secondary antibodies include goat anti-mouse IgG Alexa Fluor 546 (Thermo Fisher Scientific, Waltham, MA, USA), goat anti-mouse IgG Alexa Fluor 488 (Thermo Fisher Scientific), goat anti-rabbit IgG Alexa Fluor 546 (Thermo Fisher Scientific), and goat anti-rabbit IgG Alexa Fluor 488 (Thermo Fisher Scientific). The nuclei were stained with DAPI (Sigma).

### 4.6. Gene Expression Analysis

Total RNA was extracted using the Total RNA Kit (Promega) and was reverse transcribed into cDNA using HiScriptII Q RT Super Mix (Vazyme, Nanjing, China). Real-time PCR was carried out using ChamQ SYBR qPCR Master Mix (Vazyme) and performed on a 7500 Real-Time System (Applied Biosystems, Waltham, MA, USA). The primers used in this study are listed in Supplementary Table S2. The data were analyzed using the △△Ct method. All the results were normalized to β-actin expression.

### 4.7. Western Blotting and the Quatification of Protein Levels

Cells were lysed in RIPA buffer supplemented with protease inhibitor. Lysates were cleared by centrifugation for 15 min at 14,000× *g*. The protein content was determined by Pierce^TM^ BCA protein assay (Thermo), and 50 μg were resolved by electrophoresis on 10% SDS-polyacrylamide gels and transferred to PVDF membranes by electroblotting. Western blotting was performed using antibodies reactive with Gata4 (Santa Cruz Biotechnology, 1:500), Gata6 (Cell Signaling Technology, 1:1000), Sox17 (Cell Signaling Technology, 1:1000), Oct4 (Abcam, 1:1000), Sox2 (Cell Signaling Technology, 1:1000), Nanog (Abcam, 1:1000), Erk (Abcam,1:1000), pErk (Cell Signaling Technology,1:1000), Stat3 (Cell Signaling Technology, 1:1000), pStat3 (Cell Signaling Technology, 1:1000), Smad2/3 (Cell Signaling Technology, 1:1000), pSmad2/3 (Cell Signaling Technology, 1:1000) or Gapdh (Protein Tech, Wuhan, China; 1:3000), and reactivity was detected using anti-mouse IgG HRP-conjugated secondary antibody (Jackson Laboratories, West Grove, PA, USA; 1:3000) or anti-rabbit IgG HRP-conjugated secondary antibody (Abcam, 1:3000).

After western blotting, high-resolution images were acquired using the ChemiDoc XRS+ gel documentation system (Bio-Rad Laboratories, Hercules, CA, USA). For quantitative assessments, the samples were normalized by GAPDH expression and the amounts of other proteins were calculated by densitometric analysis of the bands using Image J software (version 1.8.0_112, National Institutes of Health, Bethesda, MD, USA).

### 4.8. Embryoid Body (EB) Formation Assay

For EBs formation, the XEN cells were digested into small clumps with accutase and cultured in knockout DMEM medium as hanging drops without LIF and small molecular inhibitors for 7 days. The EBs were subsequently placed on dishes coated with gelatin and cultured in the same conditions for an additional 5 days. The genes and markers associated with differentiation were detected by RT-PCR and immunocytochemistry, respectively.

### 4.9. VE and PE Differentiation

EBs were placed on a gelatin coated dish and allowed to grow adherently, VE and PE associated genes and markers were detected by RT-PCR and immunocytochemistry, respectively. The XEN cells were specifically differentiated into VE by passaging with accutase and seeding on Matrigel (Corning, New York, NY, USA) upon reaching confluence greater than 80%. The culture medium was changed to a knockout DMEM medium without LIF and small molecular inhibitors but supplemented with 10 ng/mL BMP4 and 1μg/mL heparin. The ability to differentiate into VE was evaluated after 6 days.

### 4.10. Signaling Pathway Analysis

The cells were cultured in medium supplemented with or without the JAK inhibitor SD1008 (Tocris), the FGF receptor (FGFR) inhibitor SU5402 (Tocris), Mek inhibitor PD0325901 (Sigma) and the TGFβ receptor inhibitor SB431542 (Tocris) for LIF, FGF and TGFβ signal pathway identification, respectively. Inhibitors were supplied at 1, 5 and 10 μM. After treatment for 5 days, the morphologic changes in the cells were evaluated, and the cells were incubated with 2 μM JC1 (Invitrogen) for 30 min.

### 4.11. RNA-seq Analysis of Global Gene Expression

The input materials for the RNA sample preparations were a total amount of 3 mg RNA per sample from the porcine XEN cell line 1 at passage 26, the porcine XEN cell line 2 at passage 26, the porcine XEN cell line 3 at passage 23, the porcine naïve-like ES cell line 1 at passage 21, the porcine naïve-like ES cell line 2 at passage 22, the porcine primed ES cell line 1 at passage 20 and the porcine primed ES cell line 2 at passage 20. The RNA-seq libraries were generated using the rRNA-depleted RNA with the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA, USA), following the manufacturer’s recommendations. The RNA-seq libraries were sequenced on an Illumina NovaSeq 6000 platform. The top 90% expressed genes [log2 (normalized counts)] in the whole RNA-seq data set were used for clustering analysis. Transcripts with a *p* adjust <0.05 were assigned as differentially expressed genes (DEGs), and gene expression levels were quantified with the fragments per kilobase million (FPKM).

### 4.12. Transcriptomics Data Availability

RNA sequencing datasets used in this study have been deposited in the National Center for Biotechnology Information database (http://www.ncbi.nlm.nih.gov/geo, accessed on 1 December 2021) under the accession number GSE183270. The data for mouse XEN cells and porcine XEN-like cells were downloaded from GSE106158 and GSE140414 [26], respectively. The data for porcine XEN cells and yolk sac were downloaded from GSE128149 [27]. Data for porcine hypoblast cells were retrieved from a previous study [33].

### 4.13. Statistical Analysis

All values are depicted as mean ± standard deviations (SD). Statistical parameters, including statistical analysis and statistical significance were reported in the figure legends. Statistical analyses were performed using Prism Software (GraphPad Software, San Diego, CA, USA). For statistical comparison, the student *t*-test was performed when two value sets were compared. A value of P< 0.05 was considered statistically significant.

## Figures and Tables

**Figure 1:**
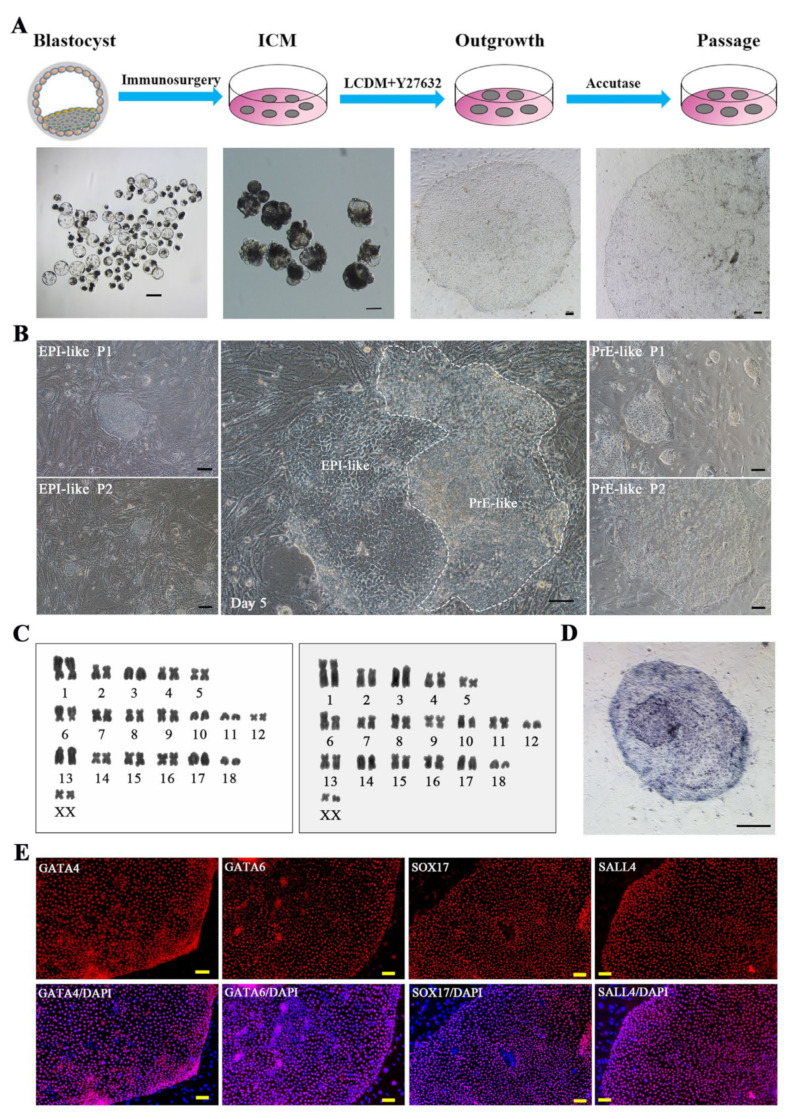
Derivation and characterization of pXEN cells. (**A**) Schematic diagram of establishment of pXEN cells from inner cell masses (ICMs) of day 6 in vitro parthenogenetic porcine embryos. (**B**) Image of outgrowth formed from ICMs contained two morphologic cell types and subsequent generations of these two cell types. (**C**) Karyotype analysis of pXEN cell line 1 at passage 29 and cell line 2 at passage27. (**D**) AP staining of pXEN cells at passage 12. (**E**) The immunofluorescence staining of XEN markers GATA4, GATA6, SOX17, and SALL4 in pXEN cell line 1 colonies (at passage 21) cultured on mouse embryonic fibroblast (MEF) cells. Scale bar, 100μm.

**Figure 2:**
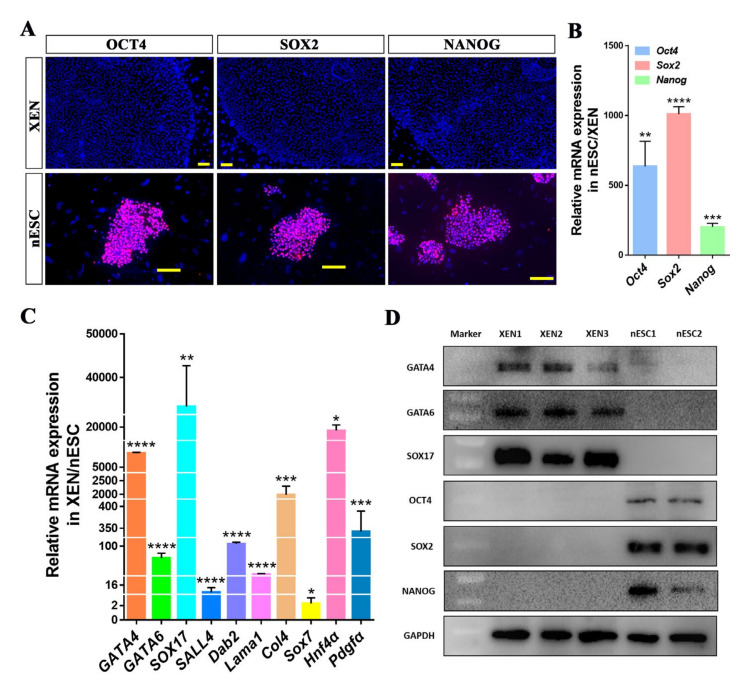
Characteristics of pXEN cells. (**A**) The immunofluorescence staining of pluripotency markers OCT4, SOX2, and NANOG in pXEN cell line 1 colonies (the cells were cultured to 21 passages) and porcine naïve-like ESCs (the cells were cultured to 19 passages) cultured on MEF cells. (**B**) Quantitative RT-PCR analysis for expression levels of Oct4, Sox2, and Nanog in pXEN cells and porcine nESCs. Relative expression reflected as a fold difference in porcine nESCs compared to pXEN cells, pXEN cells = 1. (**C**) Quantitative RT-PCR analysis for expression levels of XEN cell markers in pXEN cells and porcine nESCs. Relative expression reflected as a fold difference in pXEN cells compare to porcine nESCs, porcine nESCs =1. Data are depicted as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 versus Control (*t*-test). (**D**) Western blotting analysis confirming the expression of XEN cell markers (GATA4, GATA6, and SOX17) in pXEN cells, and the expression of pluripotent markers (OCT4, SOX2, and NANOG) in porcine nESCs. Scale bar, 100μm.

**Figure 3:**
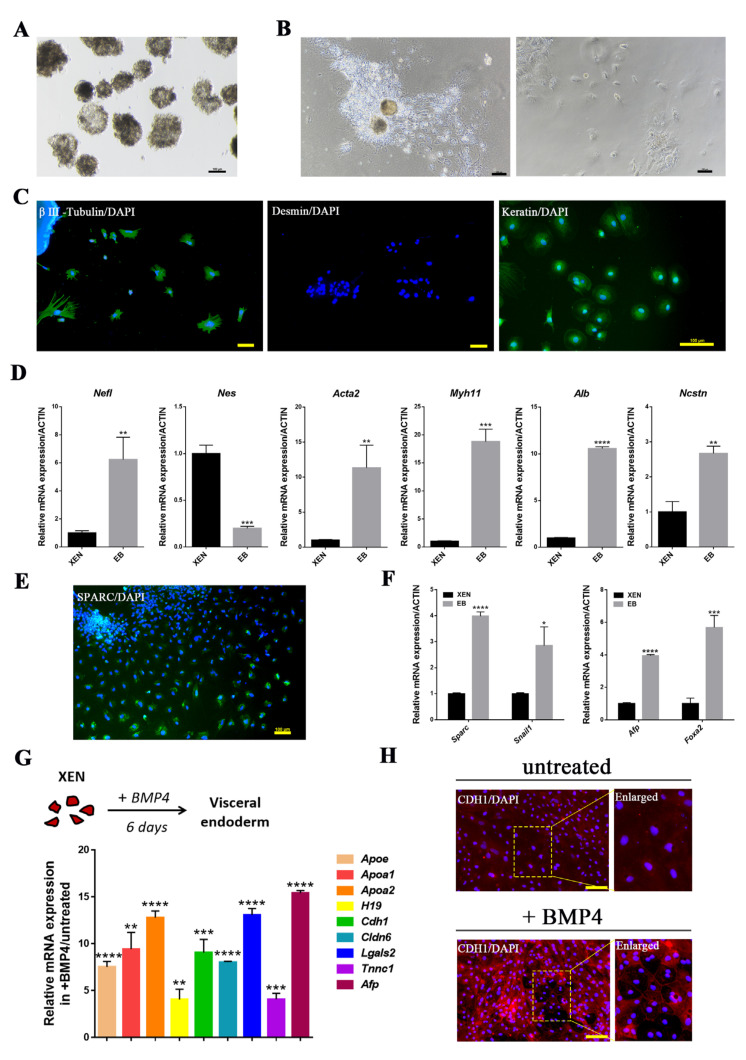
In vitro differentiation potential of pXEN cells. (**A**) Embryoid body (EB)-like spheroids derived from pXEN cell line 1 at passage 23. (**B**) EB-like spheroids spread on dishes coated with gelatin displayed distinct signs of differentiation. (**C**) Expression of differentiation markers βIII-Tubulin, Desmin, and Cytokeratin from differentiated pXEN cells were detected by immunocytochemistry analysis. (**D**) Quantitative RT-PCR for the expression of differentiation related genes in EB-like spheroids and pXEN cells. Data are depicted as mean ± SD. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001 versus Control (*t*-test). (**E**) The immunofluorescence staining of the PE marker Sparc in differentiated pXEN cells. (**F**) Quantitative RT-PCR for the expression of VE (Afp, foxa2) and PE (Sparc, Snail1) markers in EB-like spheroids and pXEN cells. (**G**) VE differentiation assay and quantitative RT-PCR analysis of VE gene expression in differentiated pXEN cells and untreated cells. Relative expression reflected as a fold difference in differentiated pXEN cells compared to untreated cells, untreated cells = 1. (**H**) Immunofluorescence shows expression of the VE marker CDH1 is significantly higher at cell junctions in differentiated pXEN cells than in untreated cells. Scale bar, 100μm.

**Figure 4:**
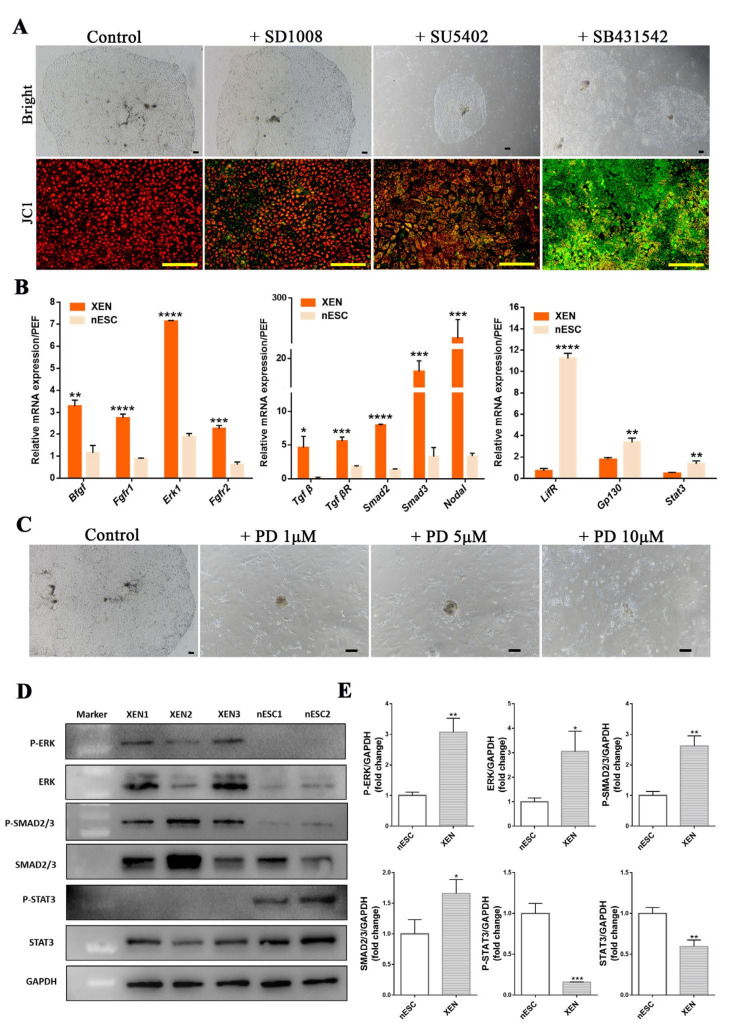
Signaling dependence analysis of pXEN cells. (**A**) The morphology and JC1 staining of pXEN cells cultured in LCDM, LCDM+10μm SD1008, LCDM+10μm SU5402 and LCDM+10μm SB431542. (**B**) Quantitative RT-PCR analysis of FGF, TGFβ and LIF signaling related genes in pXEN cells, porcine nESCs and porcine embryo fibroblasts (PEF). Relative expression reflected as a fold difference in pXEN cells and porcine nESCs compared to PEF, PEF = 1. Data are depicted as mean ± SD. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001 versus Control (*t*-test). (**C**) The morphology of pXEN cells cultured in LCDM and LCDM supplemented with 1, 5 and 10μM concentration of PD0325901. (**D**) Western blotting analysis of the phosphorylation status of ERK, STAT3 andSMAD2/3, and the expression of ERK, STAT3 andSMAD2/3 in pXEN cells and porcine nESCs. (**E**) The quantification of proteins after Western blotting. Scale bar, 100μm.

**Figure 5:**
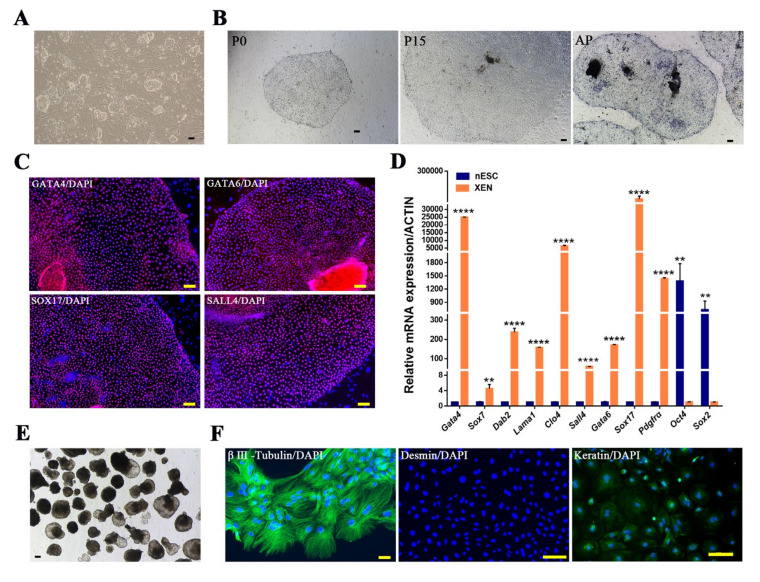
Conversion of porcine nESCs to XEN cells. (**A**) The morphology of nESCs colony at passages 19. (**B**) Porcine nESCs were cultured in LCDM, and the colonies converted to pXEN morphology after 7 days (P0); these cells could be passaged through accutase (P15) and were positive for AP staining. (**C**) The immunofluorescence staining of XEN markers GATA4, GATA6, SOX17, and SALL4 in the converted pXEN cells. (**D**) Quantitative RT-PCR analysis for expression levels of XEN and pluripotency markers in converted pXEN cells and porcine nESCs. Data are depicted as mean ± SD. ** *p* < 0.01, **** *p* <0.0001 versus Control (*t*-test). (**E**) Embryoid body (EB)-like spheroids derived from converted pXEN cells. (**F**) Immunofluorescence analysis of the expression of differentiation markers from differentiated converted pXEN cells. Scale bar, 100μm.

**Figure 6:**
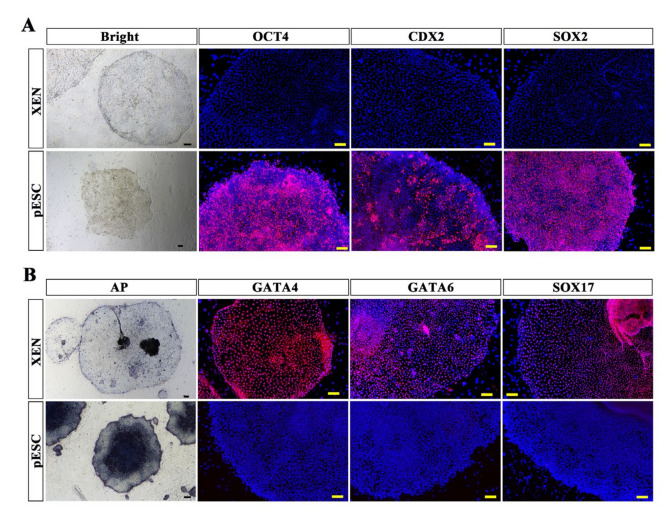
Comparison of pXEN cells and porcine primed ESCs (pESCs). (**A**) Bright field photographs and immunofluorescence staining of pluripotency markers (OCT4, CDX2, and SOX2) of pXEN cells and pESCs. (**B**) AP staining and immunofluorescence staining of XEN markers (GATA4, GATA6, and SOX17) of pXEN cells and pESCs. Scale bar, 100μm.

**Figure 7:**
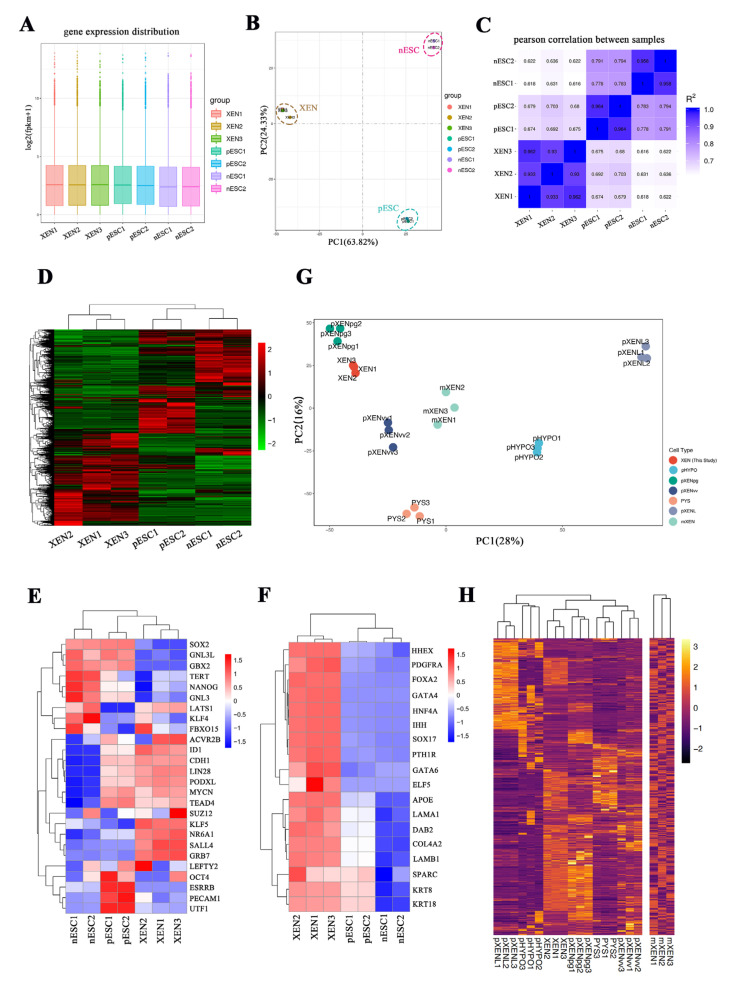
RNA-seq analysis of porcine XEN cells, nESCs and pESCs. (**A**) Gene expression distribution in porcine XEN cells, nESCs, and pESCs. (**B**) Principal component analysis (PCA) of global gene expression of porcine XEN cells, nESCs, and pESCs. (**C**) Pearson correlation analysis of different type of cells. (**D**) Hierarchical cluster of transcriptome data showing scaled expression values of 12,658 differentially expressed genes [log2 (fold change) >3, adjusted *p* value < 0.05] among the different type of cells. (**E**) Expression heatmap of pluripotency genes for each cell type. (**F**) Expression heatmap of XEN genes for each cell type. The results are shown by the Z score of the FPKMs of all samples for each gene. XEN1, XEN cell line 1 at passage 26; XEN2, XEN cell line 2 at passage 26; XEN3, XEN cell line 3 at passage 23; nESC1, porcine naïve-like ES cell line 1 at passage 21; nESC2, naïve-like ES cell line 2 at passage 22; pESC1, porcine primed ES cell line 1 at passage 20; pESC2, porcine primed ES cell line 2 at passage 20. (**G**–**H**) Transcriptome comparison of our XEN cells with analogous derivatives. RNA sequencing data analysis was performed on our XEN cells and published data from mouse XEN cells (the data for mXEN were from GSE106158 on NCBI), porcine XEN-like cells (data for pXENL were from GSE140414 [26]; data for pXENpg and pXENvv were from GSE128149 [27]), and porcine yolk sac (d 28, data for PYS were from GSE128149 [27]), as well as on porcine hypoblast cells from early embryos (data for pHYPO were retrieved from a previous study [35]). PCA plot (**G**) and heatmap (**H**) of global gene expression of these cells.

## Data Availability

Not applicable.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms222312918/s1.

## Abbreviations

ESCs	Embryonic stem cells
pXEN	Porcine extra-embryonic endoderm
VE	Visceral endoderm
PE	Parietal endoderm
ICM	Inner cell mass
TE	Trophectoderm
PrE	Primitive endoderm
EPI	Epiblast
ExEn	Extra-embryonic endoderm
nESCs	Naïve-like ESCs
pESCs	Primed ESCs
AP	Alkaline phosphatase
EB	Embryoid body
KOSR	Knockout serum replacement

How the deposited data were processed for this re-analysis (not part of the article)

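RNA was sequenced from 3 pXEN cell lines, 2 naïve-like ESC lines and 2 primed ESC lines, with 1 library per line, and the 7 libraries were grouped by cell type from their labels and the paper's methods. Line numbers 1 and 2 occur in each cell type and number 3 in pXEN cells alone, and any pairing of libraries used here is by line number, which leaves pXEN line 3 without a partner. The authors made rRNA-depleted, directional libraries and sequenced them on an Illumina NovaSeq. The deposited counts are raw numbers of reads per gene, to which the authors applied no normalization. The deposited FPKM values were made by the authors by dividing the counts by the listed gene length and by 1 total per library. The ratio of these totals to DESeq2's size factors was the same in every library, with a largest over smallest ratio of 1.00, and the ratio to the column totals of the counts was not (1.19). The paper's text does not name the aligner, the counting tool, the genome build, the test behind the differentially expressed genes or the linkage behind the clustering. Gene positions are those listed in the authors' tables. Between 10408164 and 12995720 reads per library were counted on genes, and a floor of 3 counts was used to say that a gene was not detected.

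The tables list 29510 genes, of which 5934 have no count in any library and 21607 are annotated as protein-coding. Of the 302 genes of the lists used here, 273 have an entry, 238 by symbol and 35 by an alias or the protein description, and 17 have more than 1 entry. Where a gene has more than 1 entry, the entry with the most counts was used. Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, its filter on low counts by group, and its quasi-likelihood test in 1 model of 3 groups without covariates. The test covered 17447 genes, and p values were adjusted by the Benjamini-Hochberg method within each of the 3 comparisons. Standard errors are the log2 fold change divided by the square root of the F statistic. Where all libraries of a group were at or under the floor, the fold change is given as a lower bound against the floor of each library. Gene lists were tested with camera of limma 3.58.1 with an inter-gene correlation of 0.01, adjusted over 12 tests for the pathway lists and over 36 for the lists of target genes, cell types and imprinted genes. Principal components, correlations and clustering used log2(FPKM + 1) over the 26559 genes that make up the 90% with the highest mean value, with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The tests on correlations enumerate every assignment of the libraries to groups of the same sizes. Chromosomes were compared over genes with a mean of at least 5 CPM, as medians of log2 ratios against the other chromosomes.

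The genes named are those that the paper names in its RNA-seq section or draws in Fig. 4B, Fig. 7E and Fig. 7F, those of the lists, and, for pXEN cells against each ESC type, the 5 with the largest and the 5 with the smallest log2 fold change estimated by edgeR among called genes with a symbol, a mean log2 CPM of at least 5 and no overlap between the groups. A few of these genes are not reported here. The comparisons, tests, lists and alternative settings were fixed before the data were examined, apart from the comparison of chromosomes, the spread among the pXEN lines, the reads of other cells in pXEN line 2, the check for silent imprinted genes, the counts of genes by direction against both ESC types, and upper-quartile scaling for the medians of the lists. The alternatives were DESeq2 1.42.0, other normalizations, filters and pseudocounts, protein-coding genes alone, the 2 groups compared alone, the line number as a block, limma on FPKM, other settings for the components, correlations and clustering, other tests of the lists, and leaving out each library in turn. On simulated counts with 200 changed genes, the edgeR test called 157 of them and 15 others between pXEN cells and naïve-like ESCs, and 160 and 13 others between pXEN cells and primed ESCs. It called none where no gene was changed. The simulation changed 200 of 16845 genes, 100 of them upward, while 9514 were called in the data between pXEN cells and naïve-like ESCs. It therefore does not check the scaling when that many genes change. Supplementary Table S1 and the published datasets of Fig. 7G and Fig. 7H were not used here, and the real-time PCR, Western blot and staining experiments were not analysed here.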

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

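All tests described under this heading were chosen after the results they address had been seen.

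Genes of chromosome 13 were higher as a group in pXEN lines 1 and 3, in a comparison of chromosomes that the paper does not report. Over the 788 genes of this chromosome with a mean of at least 5 CPM, the median log2 ratio to the mean of the primed ESC lines exceeded that of the other chromosomes by 0.55 in line 1 and by 0.57 in line 3, against 0.06 in line 2. Relative to line 2, 88.2% of these genes were higher in line 1 and 87.8% in line 3, and 0 of 10000 random sets of as many genes had as large a median. A few highly expressed genes were not the source, since the genes with expression under the median of the chromosome were shifted by 0.57 in line 1 and 0.63 in line 3 against primed ESCs. Each of 10 segments of the chromosome was shifted up in both lines, with a smallest shift of 0.46 against primed ESCs and 0.338 against line 2. Library size or scaling was not the source either, since the largest median of any other chromosome against line 2 was 0.0095. A bias by gene length was not seen, with a shift in the shorter and the longer genes of both lines of at least 0.53 against primed ESCs and 0.426 against line 2. The authors' normalization divides each library by 1 total and each gene by its length, which cannot move a single chromosome of single lines. No batch is given for these libraries. A candidate explanation is an extra copy of chromosome 13 in many cells of lines 1 and 3. A ratio of 3 copies to 2 would give 0.58, and the smaller of the shifts of the 2 lines against primed ESCs was 0.55. Against line 2, of the same cell type, the shifts were smaller, at 0.467 in line 1 and 0.469 in line 3. The paper shows normal karyotypes for lines 1 and 2 in Fig. 1C, and no DNA data were analysed here. No condition separates line 2 from the other pXEN lines, so no biological explanation other than this hypothesis was tested. CTNNB1, GSK3B, SOX2, TF, ZIC1, ZIC4, TDGF1, GNL3 and ACVR2B lie on this chromosome, and their differences between pXEN cells and ESCs include any such shift.

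Genes of chromosome 16 were higher as a group in both naïve-like ESC lines, which the paper does not report. Over 202 genes, the log2 shift against the mean of the primed ESC lines was 0.56 in line 1 and 0.57 in line 2, and 0 of 10000 random sets of as many genes had as large a median. All 10 segments of the chromosome were shifted up, but unevenly, with a smallest shift of 0.063 and a largest of 0.80. A few highly expressed genes are not the source, since the shift was 0.550 in the genes with expression under the median of the chromosome and 0.551 in the others. Library size or scaling does not account for it, since the largest median of another chromosome was 0.12 for the mean of the 2 lines, and 0.206 for line 1 alone. The shift was 0.49 or more in both the shorter and the longer genes. The shift of the mean of the 2 lines against primed ESCs, 0.55, is near what 3 copies against 2 would give, and that against the mean of the pXEN lines, 0.707, is above it. Both lines of this cell type carry it, so an extra copy cannot be told apart from a difference between the cell types in how the genes of this chromosome are regulated. DAB2, LIFR, IL6ST and TERT lie on this chromosome.

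The library of pXEN line 2 held signal of other cells, which the paper does not report. The 14 genes of a list of fibroblast markers were all higher in line 2 than in lines 1 and 3, with a median log2 ratio of 2.23. Library size or scaling does not give such a ratio, since the largest median of 10000 random lists matched on expression was 0.72. Annotated genes of chromosome Y had 36 reads in line 2, on 5 genes, while the paper gives the karyotype of the pXEN cells as XX. Reads of the X-linked copies of these genes, placed on chromosome Y by mistake, would appear in the other libraries as well, and the largest number in any other library was 3. RNA of male cells and RNA of fibroblasts in this library are therefore candidate explanations. The paper grew these cells on feeder layers of mouse embryonic fibroblasts, which may be the source, and counts per gene cannot tell mouse reads from pig reads. Annotated genes of chromosome Y had 0 or 1 reads in each ESC library, which argues against RNA of these ESC lines as the source of the Y reads. Whether such RNA gave the reads of ESC genes in line 2 could not be decided, since their levels were uneven. SOX2 had 30 counts there, FZD10 2 and ZIC1 0, against at least 1633, 1140 and 286 in each ESC line. Of 33 genes expressed in both ESC types and at or under 3 counts in pXEN lines 1 and 3, SOX2 among them, 14 (42.4%) were above 3 counts in line 2, with a median of 0.353% of the ESC level. The same measure gave 1 of 20 genes in line 1 and 0 of 19 in line 3. No condition separates line 2 from the other pXEN lines, so no biological explanation was tested. The SOX2 reads of the pXEN cells, all in line 2, and the distance of line 2 from lines 1 and 3 in the clustering and on the third principal component are subject to this limit.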

How the results depend on the processing

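No test under this heading was chosen after its result was seen, apart from upper-quartile scaling for the medians of the pathway lists. The other alternatives were set before the data were examined.

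The number of differentially expressed genes in each comparison stayed within 1.5 times the reported number under every alternative for which genes were counted. Limma on FPKM was not among these. Between pXEN cells and naïve-like ESCs it ran from 6690, with at least 10 counts in every library, to 10359, without pXEN line 2. Between pXEN cells and primed ESCs the same alternatives gave 5648 and 9566, and between primed and naïve-like ESCs 3878 and 7566. Genes called both as reported and under one of these alternatives had the same direction in both. Upper-quartile scaling shifted the median log2 fold change of all genes by −0.17 in pXEN cells against naïve-like ESCs, and the share of higher genes among the calls of that comparison went from 51.9% to 43.6%. The number past an absolute log2 fold change of 3 in any comparison was 755 with at least 10 counts in every library, 8368 with a threshold of 1 and 11960 without a threshold, and it lay between 3798 and 3979 when a pXEN line was left out. The thresholds themselves cause the changes to 8368 and 11960. The minimum of 10 counts left 12261 of the 17447 genes and removes those absent from a cell type, which lowers the number by design.

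With the line number as a block, 8274, 6993 and 5041 genes were called in the 3 comparisons. The mean correlation between residuals of libraries with the same number was 0.0138, against −0.00826 between libraries with other numbers. Where leaving out a line left a cell type with 1 library, no call was made and counts of genes are not given.

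The share of the first principal component was 57.5% with a pseudocount of 0.1, 43.3% with genes scaled to unit variance, 80.3% with the 500 genes of largest variance, and between 60.6% and 70.5% when a line was left out. In each of these settings the first component separated the pXEN lines. The filter on low values removes only genes without reads, so removing it cannot move the components. The difference of mean correlations lay between 0.0402 and 0.0458 when a line was left out, and with a pXEN line left out its exact permutation p was 0.111, from 10 of 90 assignments. The 6 assignments that keep the pXEN lines together scored as large in every setting, so with 6 libraries this p could not pass 0.05. The ratio of heights in the clustering was 1.44 with Euclidean distance on values scaled per gene and between 5.85 and 11.13 when a line was left out. The pXEN lines formed their own branch in every setting tried. Leaving out pXEN line 2, the line farthest from the others, gave the largest ratio. With any line left out, the exact permutation p for the pXEN lines against the ESC lines was 0.0667 or 0.1, the smallest that 6 libraries allow. The cause of these changes was not tested.

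The pathway lists moved most. Of 96 alternatives, 69 gave the same side of the threshold and direction, 24 passed it newly, 2 lost a call and 1 reversed. With fry, the adjusted p for pXEN cells against naïve-like ESCs, pXEN cells against primed ESCs and primed against naïve-like ESCs was 0.000765, 0.0276 and 0.00134 for the LIF list, 0.000181, 0.00315 and 0.000238 for the FGF list, and 0.000238, 0.000765 and 0.00292 for the TGFβ list. For the WNT list fry gave 0.000765 and 0.00444 for pXEN cells against naïve-like and primed ESCs. With at least 10 counts in every library, the adjusted p against naïve-like ESCs was 0.0241 for the FGF, 0.0223 for the TGFβ and 0.0413 for the WNT list, and against primed ESCs it was 0.0241 for the TGFβ list. Under that filter the WNT list, lower in pXEN cells than in primed ESCs by camera, turned higher (adjusted p = 0.0921, median 0.19), and its call between primed and naïve-like ESCs was lost (0.280), as it was with the inter-gene correlation estimated from the data (0.217). With the line number as a block, the WNT list against naïve-like ESCs had an adjusted p of 0.0495. With a pXEN line left out, the adjusted p against naïve-like ESCs lay between 0.0462 and 0.0856 for the FGF, 0.0462 and 0.0954 for the TGFβ, and 0.0462 and 0.0536 for the WNT list. It lay between 0.0462 and 0.392 for the WNT list against primed ESCs, and between 0.0462 and 0.0536 for the FGF list between the ESC types. Over all alternatives, the adjusted p in the same order of comparisons ranged from 0.000765 to 0.708, 0.0276 to 0.839 and 0.00134 to 0.572 for the LIF list. It ranged from 0.000181 to 0.217, 0.00315 to 0.554 and 0.000238 to 0.217 for the FGF list, and from 0.000238 to 0.217, 0.000765 to 0.358 and 0.00292 to 0.419 for the TGFβ list. The ranges of the WNT list were 0.000765 to 0.387, 0.00444 to 0.419 and 7.08e-08 to 0.280. The cause was not tested, apart from fry testing another hypothesis than camera. The medians of the lists kept their direction with upper-quartile scaling except for the WNT list in pXEN cells against primed ESCs, which went from 0.06 to −0.02. With that scaling, in the same order of comparisons, the genes called higher and lower were 4 and 4, 4 and 4, and 4 and 2 in the LIF list, 10 and 4, 8 and 5, and 6 and 1 in the FGF list, 9 and 4, 7 and 5, and 3 and 2 in the TGFβ list, and 19 and 7, 10 and 16, and 16 and 6 in the WNT list.

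Of 288 alternatives for the lists of target genes, cell types and imprinted genes, 226 gave the same result, 32 lost and 17 gained a call, and 13 reversed. With at least 10 counts in every library, the mesenchymal list (adjusted p = 0.612, range 0.000752 to 0.612), the trophoblast list (0.616, range 0.217 to 0.984) and the fibroblast list (0.928, range 0.218 to 0.928) reversed in pXEN cells against naïve-like ESCs. So did the mesenchymal list (0.093, range 0.00638 to 0.649) and the maternally expressed imprinted list (0.913, range 0.00555 to 0.913) against primed ESCs, and the neural (0.928, range 0.168 to 0.928) and paternally expressed imprinted (0.928, range 0.469 to 0.9396) lists between the ESC types. With a pXEN line left out, the adjusted p of the fibroblast list against naïve-like ESCs lay between 0.364 and 0.6304, with a reversal without line 2. The trophoblast list reversed as well with the line number as a block (0.984). Between the ESC types, the SMAD2 and SMAD3 targets reversed with fry (0.928) and with the block (0.905, range 0.804 to 0.928), and the paternally expressed imprinted genes with fry (0.469) and with the block (0.672). The cause was not tested.

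Across 126 comparisons of named genes, of which 116 were called, 2083 alternatives gave 2001 results of the same direction and side of the threshold. There were 18 that lost a call and 16 that gained one, 48 without a test that moved by more than the spread, and 0 that reversed. The 5 comparisons that lost a call were UTF1 and FGFR1 in pXEN cells against naïve-like ESCs, FGF2 and SMAD2 in pXEN cells against primed ESCs, and SMAD3 between the ESC types. The 6 that gained one were KLF4, LIFR and IL6ST against naïve-like ESCs, IL6ST and FGFR1 against primed ESCs, and CTNNB1 between the ESC types. POU5F1 was at or under 5 counts in every library. Depth cannot be named as the cause, since the counting of reads shared with the overlapping entry of SLA-8 is not known. For every gene at or under 3 counts in all libraries of a cell type, the fold change is a lower bound.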

Differences from the paper's values

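No test under this heading was chosen after its result was seen. The paper reports 12,658 differentially expressed genes in Fig. 7D with a log2 fold change above 3. Taken here in either direction, that threshold and the adjusted p were passed by 3921 genes in at least 1 comparison. Of the alternatives set before the data were examined, removing the fold threshold gave 11960 genes, within 1.5 times the paper's number. The others did not, with 8368 genes at a threshold of 1, 4524 genes when all genes with at least 1 count were tested, and between 755 and 3979 genes under the rest.

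The paper's mean correlations, read by eye from Fig. 7C, were about 0.79 between naïve-like and primed ESCs, about 0.63 between pXEN cells and naïve-like ESCs, about 0.69 between pXEN cells and primed ESCs, and about 0.94 among pXEN lines. The values here were 0.916, 0.844, 0.873 and 0.978. None of the alternatives set before the data were examined closed these gaps, and each changed a single setting. The square of r, the unit of the colour key in Fig. 7C, gave 0.839, 0.713, 0.763 and 0.956. It was not combined with the other settings, so such a combination is not excluded as the source of the gaps.

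Fig. 7E shows NANOG lower in pXEN cells than in the ESCs. Here it was at least 50.0-fold higher than in naïve-like ESCs (edgeR, adjusted p = 0.000405) and higher than in primed ESCs (log2 fold change 2.95, adjusted p = 0.00556). These values come from the only listed NANOG entry, which has no intron. The paper's staining, real-time PCR and Western blots also showed NANOG in naïve-like ESCs and not in pXEN cells. Whether the entry measures the same gene as these assays and Fig. 7E is not known, so the cause of the difference cannot be decided. The paper states that pXEN cells lost Oct4. POU5F1 had between 0 and 5 counts in all 7 libraries, ESCs included, and was not tested. By the same assays the paper found Oct4 in naïve-like ESCs and not in pXEN cells, and the counts here cannot test that loss. The paper states that pXEN cells lack KLF4. KLF4 was not called here against naïve-like ESCs (log2 fold change −1.18, adjusted p = 0.0549) or primed ESCs (0.40, adjusted p = 0.531). It was called lower than in naïve-like ESCs with upper-quartile scaling (adjusted p = 0.0297), at least 10 counts in every library (0.023), protein-coding genes alone (0.0493), limma on log2(FPKM + 1) (0.0285) or log2(FPKM + 0.1) (0.0457), and without pXEN line 2 (0.0152), over a range of 0.0152 to 0.168.

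For its pathway statements the paper chose genes of Supplementary Table S1, which was not used here, so the lists compared may hold different genes. The paper states that LIF pathway genes were lower in pXEN cells. The median log2 fold change of the LIF list was −0.01 against naïve-like ESCs and 0.42 against primed ESCs, and the list was not called lower by any test run. Fry called it higher in both comparisons (adjusted p = 0.000765 and 0.0276). The 3 LIF genes of Fig. 4B had medians of −0.36 and −0.49. The paper states that FGF and TGFβ pathway genes were higher in pXEN cells. Neither list was called by camera, and FGF2 and FGFR2 were lower than in both ESC types. The 4 tested TGFβ genes of Fig. 4B had medians of 1.45 and 0.88, in the direction the paper states. Against naïve-like ESCs, the FGF list was called higher with fry, with at least 10 counts in every library and without pXEN line 1, and the TGFβ list under those settings and without pXEN line 3. Against primed ESCs, the FGF list was called higher with fry, and the TGFβ list with fry and with at least 10 counts in every library. The paper states that genes of both pathways were high in primed ESCs as well. Between primed and naïve-like ESCs, camera called neither list (adjusted p = 0.0532 for FGF and 0.254 for TGFβ). The FGF list was called higher there with fry and without pXEN line 1 or 3, and the TGFβ list with fry. The paper states that naïve-like ESCs express the XEN genes of Fig. 7F weakly or not at all, and SPARC had 64.3 FPKM in them.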

Other observations

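The explanation set against the imprinted genes, the check for silent genes among them, the report of the epithelial list and the counts of genes by direction were chosen after the results were seen. The lists and their tests with camera were not.

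The media of the cell types differ in their inhibitors, so the targets of each inhibited pathway were tested with camera over 36 tests of lists. Target genes of ERK were lower in naïve-like ESCs, whose medium held PD0325901, than in pXEN cells (median log2 fold change 2.95 in pXEN cells) and than in primed ESCs (median 2.49 in primed ESCs). The adjusted p was 0.00346 and 4.11e-09, with ranges over the alternatives from 5.02e-07 to 0.207 and from 9.51e-20 to 0.0928. Inhibition of MEK in that medium would give this pattern, but cell type and medium are the same contrast in this design. The media differ in added growth factors as well, with bFGF and EGF in that of primed ESCs and FGF in that of naïve-like ESCs. The pattern therefore cannot be told apart from a difference between the cell types or from an effect of these factors. Target genes of SMAD2 and SMAD3 were not called lower in naïve-like ESCs than in primed ESCs (median 0.12 in primed ESCs, adjusted p = 0.811, range 0.804 to 0.928). An effect of SB431542 would place them lower there. The SMAD2 and SMAD3 targets were lower in naïve-like ESCs than in pXEN cells (median 1.64 in pXEN cells, adjusted p = 0.0202, range 0.00139 to 0.266). They were lower in primed ESCs than in pXEN cells as well (median 2.40, adjusted p = 0.00473, range 0.00139 to 0.207), although the medium of primed ESCs held activin A and no SB431542. Targets of WNT were not higher in pXEN cells than in primed ESCs, where an effect of CHIR99021 would place them. Their median was −2.06 (adjusted p = 0.0508, range 0.000755 to 0.207). They were higher in primed ESCs than in naïve-like ESCs, whose medium also held CHIR99021 (median 3.12, adjusted p = 0.0296, range 0.00107 to 0.207). Genes of the integrated stress response, which tetracyclines could raise, were lower in pXEN cells than in primed ESCs, with a median of −1.20 (adjusted p = 0.00432, range 0.000138 to 0.207). They were lower in naïve-like ESCs than in primed ESCs too (median 1.59 in primed ESCs, adjusted p = 6.28e-07, range 2.14e-15 to 0.0928). Neural progenitor genes were not called as a set between naïve-like and primed ESCs (median −0.84 in primed ESCs, adjusted p = 0.392, range 0.168 to 0.928). Of the 12 tested, 5 were called lower and 3 higher in primed ESCs. As a set, these genes were higher in naïve-like ESCs than in pXEN cells (median −4.28 in pXEN cells, adjusted p = 7.58e-05, range 1.28e-05 to 0.747). They were higher in primed ESCs than in pXEN cells as well (median −4.62 in pXEN cells, adjusted p = 6.37e-05, range 2.05e-05 to 0.729). Since both ESC types were above pXEN cells, the comparison between them cannot exclude a neural character of naïve-like ESCs.

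The pXEN cells came from parthenogenetic embryos, which have no paternal genome, so paternally expressed imprinted genes could be low in them. As a set, the 13 tested genes of this list were lower in pXEN cells than in naïve-like ESCs (camera, adjusted p = 0.0202) and than in primed ESCs (adjusted p = 0.0115). Of these genes, 7 were called lower than in both, and 1 was called higher than in naïve-like ESCs. With the inter-gene correlation estimated from the data, the set was called in neither comparison (adjusted p = 0.207 for both). Over all alternatives the adjusted p lay between 0.000755 and 0.207. The origin of the embryos behind the ESC lines was not set against this list. Of the 16 genes of the list with an entry, 14 were above 3 counts in at least 1 ESC line, and 1 of these 14 was at or under 3 counts in every pXEN line, so most of the list was not silent. These counts argue against complete silencing for lack of a paternal genome in most of these genes. A smaller contribution of parthenogenetic origin cannot be separated from cell type by the list. The 4 tested maternally expressed genes were higher as a set than in naïve-like ESCs (camera, adjusted p = 0.0478, range 0.000216 to 0.729). They were not called against primed ESCs (adjusted p = 0.601, range 0.00555 to 0.913). They were also higher in primed than in naïve-like ESCs (adjusted p = 0.0435, range 0.000755 to 0.412).

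The 12 tested genes of an epithelial list, which has 15 genes with an entry, were all called higher in pXEN cells than in both ESC types. Their median log2 fold change was 8.08 against naïve-like ESCs (camera, adjusted p = 5.16e-28, range 4.04e-33 to 0.0872) and 2.30 against primed ESCs (adjusted p = 6.28e-07, range 3.52e-08 to 0.207). It was 5.83 between primed and naïve-like ESCs (adjusted p = 5.54e-34, range 5.97e-40 to 0.0872).

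In pXEN cells, 415 genes were called in opposite directions against the 2 ESC types. Of these, 302 were above naïve-like and below primed ESCs, and 113 were the reverse. The 4188 transcripts without annotation included 2810 that were tested and 1774 that were called in at least 1 comparison.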
